# Genotoxic stress triggers Scd6-dependent regulation of translation to modulate the DNA damage response

**DOI:** 10.1038/s44319-025-00443-3

**Published:** 2025-04-24

**Authors:** Gayatri Mohanan, Raju Roy, Hélène Malka-Mahieu, Swati Lamba, Lucilla Fabbri, Sidhant Kalia, Anusmita Biswas, Sylvain Martineau, Céline M Labbé, Stéphan Vagner, Purusharth I Rajyaguru

**Keywords:** DNA Damage, Genotoxic Stress, mRNA Translation, RNA Binding Protein, RNA Granules, DNA Replication, Recombination & Repair, Signal Transduction, Translation & Protein Quality

## Abstract

The role of mRNA translation and decay in the genotoxic stress response remains poorly explored. Here, we identify the role of yeast RGG motif-containing RNA binding protein Scd6 and its human ortholog LSM14A in genotoxic stress response. Scd6 localizes to cytoplasmic puncta upon cell treatment with various genotoxic agents. Scd6 genetically interacts with SRS2, a DNA helicase with an anti-recombination role in DNA damage repair under HU stress. Scd6 directly interacts with the SRS2 mRNA to repress its translation in cytoplasmic granules upon HU stress in an eIF4G1-independent manner. Scd6-SRS2 interaction is modulated by arginine methylation and the LSm-domain of Scd6, which acts as a cis-regulator of Scd6 arginine methylation. LSM14A regulates the translation of mRNAs encoding key NHEJ (Non-homologous end-joining) proteins such as RTEL1 (SRS2 functional homolog) and LIG4. NHEJ activity in yeast and mammalian cells is regulated by Scd6 and LSM14A, respectively. Overall, this report unveils the role of RNA binding proteins in regulating the translation of specific mRNAs coding for DNA damage response proteins upon genotoxic stress.

## Synopsis

The yeast RGG motif-containing RNA binding protein Scd6 and its human ortholog LSM14A regulate the translation of specific mRNAs to modulate genotoxic stress-induced DNA damage responses.

- Upon genotoxic stress, Scd6, and its human counterpart LSM14A, localize to cytoplasmic granules.
- At cytoplasmic granules Scd6 represses the translation of interacting mRNAs.
- Scd6 arginine methylation regulates its interaction with the SRS2 mRNA in granules upon HU stress.
- Scd6 and LSM14A regulate the DNA damage response through non-homologous end-joining (NHEJ) activity.

## Abstract (web summary)

The yeast RGG motif-containing RNA binding protein Scd6 and its human ortholog LSM14A regulate the translation of specific mRNAs to modulate genotoxic stress-induced DNA damage responses.

## Introduction

DNA damage caused by cellular conditions and/or exogenous factors leads to genomic instability. Replication errors, defective DNA damage repair, and nucleotide misincorporation represent cellular events leading to DNA damage (Marnett, 2001). Exogenous factors causing DNA damage include exposure to genotoxins such as hydroxyurea, cisplatin, etc. Living systems employ strategies to regulate gene expression and adapt the cellular proteome to mount an effective genotoxic stress response (GSR). Even if the contribution of transcription to GSR is overall well documented, and the role of post-translational modifications in eliciting an effective response, changes in the fate of cytoplasmic mRNAs in response to GSR remain poorly explored (Mohanan et al, 2021).

A variety of genotoxic insults such as methyl methanesulfonate (MMS), ultraviolet (UV) irradiation, hydroxyurea (HU), cisplatin (CSP), and zeocin have been used to study genotoxic stress response. All these genotoxic stresses are known to induce double-strand breaks through various mechanisms. MMS is an alkylating agent known to modify DNA leading to replication fork stalling. UV leads to the formation of pyrimidine dimers and DNA oxidation. HU inhibits ribonucleotide reductase, leading to dNTP pool depletion and fork arrest in replication. Cisplatin forms platinum-based adducts on DNA, whereas zeocin binds and intercalates between the DNA strands leading to both single and double-strand DNA lesions (Ma et al, 2011; Koç et al, 2004; Rastogi et al, 2010; Azab et al, 2019; Chen and Stubbe, 2005). Specific changes in mRNA translation and decay induced by these stresses that alter proteome diversity and contribute to genotoxic stress response are poorly characterized. RNA-binding proteins (RBPs) play a crucial role in determining the functional states of mRNAs. Several classes of RNA binding domains, such as RNA Recognition Motif (RRM), K homology (KH) domain, Zinc-finger motif and PUMILIO, have been reported to play a role in post-transcriptional gene expression by changing the fate of specific subsets of mRNAs. RGG motif-containing proteins are the second largest class of RBPs (Thandapani et al, 2013; Chowdhury and Jin, 2022). RGG-motifs are characterized by RGG-/RGX repeats that impart properties of low-complexity sequences (LCS) (Thandapani et al, 2013). Consistently, these sequences contribute towards the assembly of higher-order ribonucleoprotein (RNP) condensates (i.e., RNA granules) by undergoing liquid-liquid phase separation (LLPS) (Chong et al, 2018). In yeast, processing bodies (P-bodies or PB) and stress granules (SG) are the major cytoplasmic mRNPs formed in response to several physiological cues, which contain several RNAs and RBPs. PBs are reported to be the sites of mRNA decay, but recent reports also indicate their role in mRNA storage (Wang et al, 2018; Standart and Weil, 2018). SGs are mainly implicated in mRNA storage and repression (Buchan and Parker, 2009). *S. cerevisiae* Scd6 is an RBP with RGG-motif sequences that target eIF4G1 to repress translation (Rajyaguru et al, 2012). Scd6 is a known P-body and stress granule resident protein in response to glucose deprivation and oxidative stress (Bhatter et al, 2019). The RGG motif of this protein is important for localization to RNA granules such as P bodies, interaction with eIF4G1, and consequent translation repression activity (Poornima et al, 2016). LSM14A, the human ortholog of Scd6, is a granule-resident protein that has also been implicated in translational control (Yang et al, 2006), however, the translation targets of either Scd6 or LSM14A are unknown. LSM14A contains two RGG motifs as compared to a single RGG motif in Scd6 (Roy and Rajyaguru, 2018). LSM14A plays a crucial role in forming the mRNA silencing complex via its association with DDX6 (Brandmann et al, 2018). Although xRAP55 (Xenopus ortholog of LSM14/Scd6) has been reported to repress translation (Tanaka et al, 2006), the direct role of human LSM14A in translational repression remains to be demonstrated. Interestingly, LSM14A has been reported as a sensor of viral nucleic acid, which plays a crucial role in antiviral response (Li et al, 2012).

The role of LCS-containing proteins in GSR remains poorly explored. Even though the localization of Scd6 to puncta upon hydroxyurea (HU) stress is known (Tkach et al, 2012), the functional relevance of localization to granules, the overall role of the Scd6 family of proteins with RGG motif (if any) and their specific mRNA targets in genotoxic stress response remain unexplored. In this report, we identify a general role of Scd6 in response to several genotoxic stresses. We further tease out the contribution of Scd6/LSM14A in regulating the translation of specific mRNAs (*SRS2, RTEL1*, and *LIG4*) following HU-mediated genotoxic stress.

SRS2 (Suppressor of Rad Six) is a conserved DNA helicase with DNA-dependent ATPase activity implicated in anti-recombination function and NHEJ pathway (Hegde, 2000; Marini and Krejci, 2010). Cells devoid of SRS2 are sensitive to double-strand break-inducing agents such as HU, MMS, ultraviolet light, ionizing radiations and zeocin (Chavdarova et al, 2015; Dhingra et al, 2021; Friedl et al, 2001). RTEL1 (Regulator of Tumor Elongation Helicase 1) is a functional homolog of SRS2 that protects telomere ends by interacting with shelterin complex protein Trf1 (Sarek et al, 2015). RTEL1 like SRS2 has been reported to have anti-recombinase activity (Dixit et al, 2024) and implicated in maintaining genetic stability and tumor avoidance (Barber et al, 2008). We provide mechanistic insight into arginine methylation-mediated regulation of Scd6-*SRS2* mRNA interaction during HU stress, thus identifying a hitherto unknown translation regulation of mRNAs encoding key DNA damage repair proteins.

## Results

### Scd6 localizes to granules in response to several genotoxic stresses

We began by assessing the localization of RGG-motif-containing RNA-binding protein Scd6 upon exposure to different genotoxic stresses such as methyl methanesulphonate (MMS), ultraviolet (UV) radiation, hydroxyurea (HU), cisplatin (CSP) and zeocin in the yeast *S. cerevisiae* (Fig. 1A). Scd6 localized to distinct cytoplasmic puncta upon 60 min of treatment with 0.03% MMS, 50 J/m^2^ UV radiation, 150 µM CSP, and 45 min of treatment with 200 mM HU (Fig. 1B). Interestingly, treatment with 100 µg/ml zeocin for 60 min (Fig. 1B) did not induce localization of Scd6 to puncta. GFP fluorescence intensity calculations revealed a marginal but significant increase in Scd6-GFP levels upon UV irradiation and Zeocin treatment (Fig. 1C), but no changes in protein levels were observed with other genotoxic stresses. Altogether, our live cell imaging data suggests that Scd6 responds to several genotoxic stresses by changing its localization to cytoplasmic foci, which probably influences DNA damage response.

**Figure 1:**
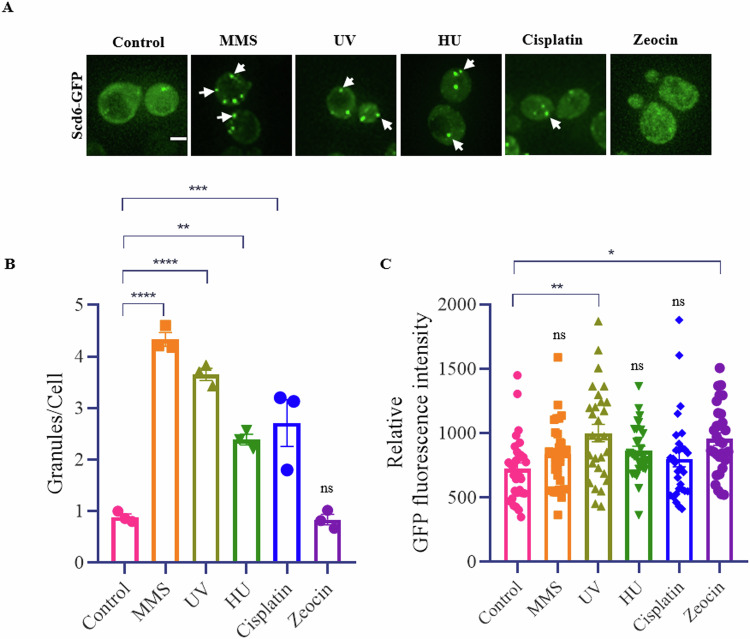
Scd6 localizes to granules in response to several genotoxic stresses. (**A**) Live cell imaging showing localization of GFP tagged Scd6 expressed from a CEN plasmid under its own promoter, upon treatment with 0.03% methyl methanesulphonate (MMS), 50 J/m^2^ ultraviolet (UV) radiation, 200 mM hydroxyurea (HU), 150 µM cisplatin and 100 µg/ml zeocin. White arrows indicate cytoplasmic foci. Scale bar = 2 μm. (**B**) Quantification of Scd6 granules. Statistical significance was calculated using Tukey’s multiple comparisons test. Error bars indicate the standard error of mean. *n* = 3 (biological replicates); ≥300 cells were counted (Control vs MMS, ****p < 0.0001; Control vs UV, ****p < 0.0001; Control vs HU, **p = 0.0030; Control vs Cisplatin, ***p = 0.0006). (**C**) Quantification of relative GFP fluorescence intensity from the same experiments. Statistical significance was calculated using Tukey’s multiple comparisons test. Error bars indicate the standard error of mean. *n* = 3 (biological replicates); 90 cells were used for GFP fluorescence intensity quantification. (Control vs UV, **p = 0.0031; Control vs Zeocin, *p = 0.0219). Source data are available online for this figure.

### SRS2 overexpression increases HU sensitivity in the absence of Scd6

To understand the role of Scd6 in genotoxic stress response, we took cue from a study that investigated the synthetic dosage lethality of SRS2 (a 3’–5’ DNA helicase involved in DNA damage response) and identified a class of genes involved in RNA metabolism whose deletion led to aggravated SRS2 associated lethality (León Ortiz et al, 2011). We hypothesized that since Scd6 is an RNA-binding protein that localized to puncta in response to several genotoxic stress, it could modulate SRS2 overexpression-associated lethality. Overexpression of SRS2 using a low copy number plasmid compromised cell growth in the presence of MMS and HU but not UV radiations. Deletion of SCD6 strongly compromised the growth of cells upon SRS2 overexpression in the presence of HU. However, the growth defect was milder in the presence of MMS. Growth in the presence of UV, cisplatin and zeocin was not impacted by the overexpression of SRS2 in the absence of Scd6 (Figs. 2A,B and EV1A). In addition, overexpression of SCD6 completely rescued the growth defect caused by SRS2 overexpression in the presence of HU (Figs. 2C and EV1B). Altogether, these results provided an important insight into the role of Scd6 in the HU-mediated stress response, indicating that Scd6 modulated SRS2 in an HU-dependent manner, which was investigated further.

**Figure 2:**
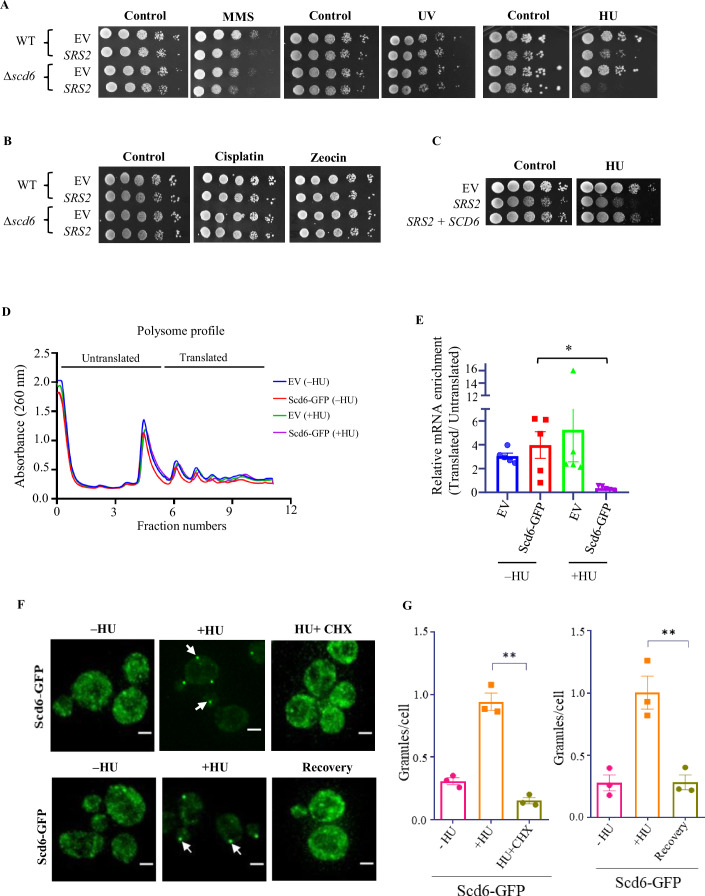
SCD6 genetically interacts with SRS2 and represses its tranlastion. (**A**, **B**) Spot assay of WT and *∆scd6* strain either carrying EV, or SRS2 on CEN plasmid, spotted on Uracil dropout agar plate and 2% glucose, in the presence of 0.01% methyl methanesulphonate (MMS), 100 mM HU, 150 µM cisplatin and 100 µg/ml Zeocin or plate treated with 30 J/m^2^ ultraviolet (UV) radiation after spotting. The plates were incubated at 30 °C. (**C**) Spot assay with WT either carrying EV, or SCD6 on 2µ plasmid, along with SRS2 on CEN plasmid, spotted on Uracil-Leucine dropout agar plate and 2% glucose, in the presence of 100 mM HU. (**D**) Representative polysome profiles of 200 mM HU treated or Control cells expressing Scd6-GFP on a 2µ plasmid (or EV). (**E**) Quantification of *SRS2* mRNA in the polysome fractions plotted as relative log2-Fold change ratio of Translated/Untranslated fractions (*n* = 5, biological replicates) using SRS2-specific primer normalized to total mRNA and PGK1 (internal control). Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test. [Scd6(−HU) vs Scd6(+HU), *p = 0.0121]. (**F**) Live cell image showing the change in localization of endogenously tagged Scd6-GFP after 5 min of 0.1 mg/ml CHX treatment post 55 min of HU treatment and localization after incubating in non-HU-containing media for 75 min (recovery). White arrows indicate cytoplasmic foci. Scale bar = 2 μm. (**G**) Quantification of granules as granules per cell (Left panel shows granule count for CHX treatment and right panel for recovery). *n* = 3 (biological replicates); ≥300 cells were counted for analysis; ≥100 cells were used for intensity calculations. Error bars indicate the standard error of the mean, and statistical significance was calculated using an unpaired t-test. (HU vs CHX, **p = 0.0029; HU vs Recovery, **p = 0.0080). Source data are available online for this figure.

**Figure EV1:**
Quantitiation of the SRS2-SCD6 genetic interaction. (**A**) Quantification of growth assay (in Fig. 2A) by measuring the intensity of the second spot and normalizing the values of spots on HU plate to the respective control values for each strain (*n* = 5 biological replicates). Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test. WT EV vs WT SRS2, **p = 0.0071; WT SRS2 vs *∆scd6* SRS2, **p = 0.0029. (**B**) Quantification of growth assay (in Fig. 2C) by measuring the intensity of the third spot and normalizing the values of spots on HU plate to the respective control values for each strain (*n* = 4 biological replicates). Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test. EV vs SRS2, *p = 0.0448; SRS2 vs SRS2+Scd6, *p = 0.0382. (**C**) Quantification of *DNL4* and *RNR4* mRNA in the polysome fractions plotted as relative log_2_-Fold change ratio of Translated/Untranslated fractions (*n* = 4 biological replicates) using gene-specific primers. Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test.

### Scd6 represses SRS2 mRNA translation in HU-dependent manner

Scd6 is a translation repressor, and therefore, we hypothesised that Scd6 might regulate the translation of the *SRS2* mRNA specifically upon HU stress. To test this, we expressed Scd6-GFP in a 2µ plasmid under its own promoter. We looked at its effect on global translation using polysome profiling. Scd6 overexpression or HU treatment did not cause global translation defects (Fig. 2D). To test the role of Scd6 on *SRS2* mRNA translation upon HU stress, we isolated RNA from the sucrose gradient fractions followed by RT-qPCR to estimate the amount of *SRS2* mRNA in polysome fractions. We found that, upon Scd6 overexpression in HU-treated cells, there is a significant decrease in the amount of *SRS2* mRNA present in the polysome fractions (normalized by *SRS2* mRNA present in untranslated fraction) as compared to untreated cells (Fig. 2E). We observed no changes in the distribution in polysome fractions of the *DNL4* (DNA ligase IV) and *RNR4* (Ribonucleotide Reductase 4) mRNAs, which are known to encode proteins involved in DNA damage response (Fig. EV1C). These results indicate that Scd6 specifically represses the translation of the *SRS2* mRNA upon HU stress.

### HU-induced Scd6 puncta are dynamic and sensitive to cycloheximide

We next tested the role of Scd6 localization to puncta in HU stress and its possible connection to *SRS2* mRNA repression. To investigate whether mRNAs were present in the Scd6 puncta formed upon HU treatment, we treated cells with cycloheximide (CHX), which locks the mRNA on polysome, thereby reducing its availability for granule assembly and maintenance. When HU-treated cells were subjected to 0.1 mg/ml of CHX for 5 min at 30 °C (Fig. 2F, upper panel), there was a substantial decrease in Scd6-GFP granules (Fig. 2G, left panel). Since granules are dynamic structures that depend on active translation, CHX treatment decreased Scd6 granule number. This suggests that mRNAs are present in HU-induced Scd6 puncta and that most of the mRNAs present in these granules could be recycled for translation in polysomes. RNA granules disassemble rapidly upon removal of stress (Brengues et al, 2005). The reversible nature of RNA granules is essential as it allows the return of mRNAs and various RBPs to the cytoplasm. To examine if the HU-dependent formation of Scd6 granules is reversible, we performed the experiments described earlier but followed by a recovery period (Fig. 2F, lower panel). The HU-treated cells were resuspended and grown in HU-free media during recovery. After 75 min of recovery, Scd6 puncta decreased significantly (Fig. 2G, right panel). Based on these observations, we conclude that the HU-induced Scd6 granules are reversible. We further characterize Scd6-containing granules by enriching these from yeast cells and assessing their properties. Scd6-containing granules were resistant to NaCl and EDTA treatment, indicating that hydrophobic interactions stabilize these granules. RNase treatment did not perturb these structures, indicating that the RNA is protected by partner RBPs and/or protein–protein interactions play a major role in the integrity of the granules once the core is formed. As expected, 1% SDS treatment caused a complete loss of Scd6 signal from the pellet fraction and appeared in the soluble fraction. All the above properties, including resistance to RNase treatment, are consistent with reported properties of stress granule core (Jain et al, 2016), confirming that the Scd6 puncta are not protein aggregates but higher-order mRNA-protein complexes harboring Scd6 (Fig. EV2A).

**Figure EV2:**
Scd6 localizes to higher order mRNP condensates upon HU stress in LSm and RGG-motif dependent manner. (**A**) Western blot showing partitioning of granule enriched Scd6GFP into soluble (S) or pellet (P) fraction upon treatment with 1M NaCl, 1% SDS, 50 mM EDTA or 5 μg/μl RNAse. (**B**) Live cell imaging showing localization of Scd6 and its domain deletion mutants upon HU treatment. White arrows indicate cytoplasmic foci. Scale bar = 2 μm. (**C**) Quantification of number of granules per cell shown in (**B**) (*n* = 4 biological replicates). Statistical significance was calculated using an unpaired t-test. Error bars indicate the standard error of the mean. Scd6-GFP vs Scd6GFP-∆RGG, *p = 0.0039; Scd6-GFP vs Scd6GFP-∆LSm ***p = 0.0001. (**D**) Quantification of relative GFP intensity as a measure of Scd6-GFP and mutants protein expression (*n* = 3 biological replicates, ≥70 cells were counted). Statistical significance was calculated using Tukey’s multiple comparisons test. Error bars indicate the standard error of the mean. Scd6GFP-∆LSm (−HU) vs Scd6GFP-∆LSm (+HU), **p = 0.0037. (**E**) Live cell imaging showing granular localization of Scd6-GFP expressed on a 2 μ plasmid (left panel) and quantification of granule per cell localization of Scd6GFP (right panel) (*n* = 5 biological replicates, ≥100 cells counted). White arrows indicate cytoplasmic foci. Scale bar = 2 μm. (**F**) Quantification of relative total *SRS2* mRNA levels from lysate (left panel), and relative enrichment of Scd6 protein and *SRS2* mRNA in soluble (supernatant) and the heavier (granule-enriched fraction) fraction (right panel) (related to Fig. 3F) *n* = 4 biological replicates. Statistical significance was calculated using an unpaired t-test. Error bars indicate standard error of mean.

Scd6 is a modular protein, and domain deletion experiments revealed that the absence of the Lsm domain completely abrogated Scd6 localization to puncta, whereas RGG motif deletion reduced puncta localization upon HU stress (Fig. EV2B,C). We measured the GFP fluorescence intensity to estimate the expression of WT and domain deletion mutants of both proteins and observed comparable expression levels (Fig. EV2D), indicating that reduced localization to granules is not due to decreased protein levels. Since CHX experiments indicated that these granules contain mRNAs, the localization of Scd6 to these puncta could regulate the fate of specific mRNAs like *SRS2* in response to HU.

### The *SRS2* mRNA associates with Scd6-containing granules in HU-treated cells

Our results suggest that HU increases the localization of Scd6 to granules and that Scd6 represses the translation of the *SRS2* mRNA. We used two distinct yet complementary approaches to check if this repression occurred in granules. The first one used smFISH (single-molecule fluorescence in situ hybridization) to detect the localization of the *SRS2* mRNA using Cy5-labeled secondary probes with affinity to specific oligonucleotides targeting the *SRS2* mRNA. Upon HU treatment, there was a significantly increased overlap of *SRS2* mRNA foci with Scd6 granules (Fig. 3A–C), even though the total number of *SRS2* mRNA or Scd6 protein foci did not change significantly (Fig. 3D, left panel and EV2E). Since Scd6 was expressed from a 2μ plasmid, there was an increase in the number of granules per cell to ~3 granules per cell (Fig. EV2E), in the absence of treatment as compared to when expressed from a CEN plasmid (Fig. 1A). Therefore, we calculated the percentage granular localization (granule intensity) of Scd6 upon HU treatment, which showed a significant increase in Scd6 localization to granules (Fig. 3D, right panel). These data point towards an interaction between Scd6 and *SRS2* mRNA in granules.

**Figure 3:**
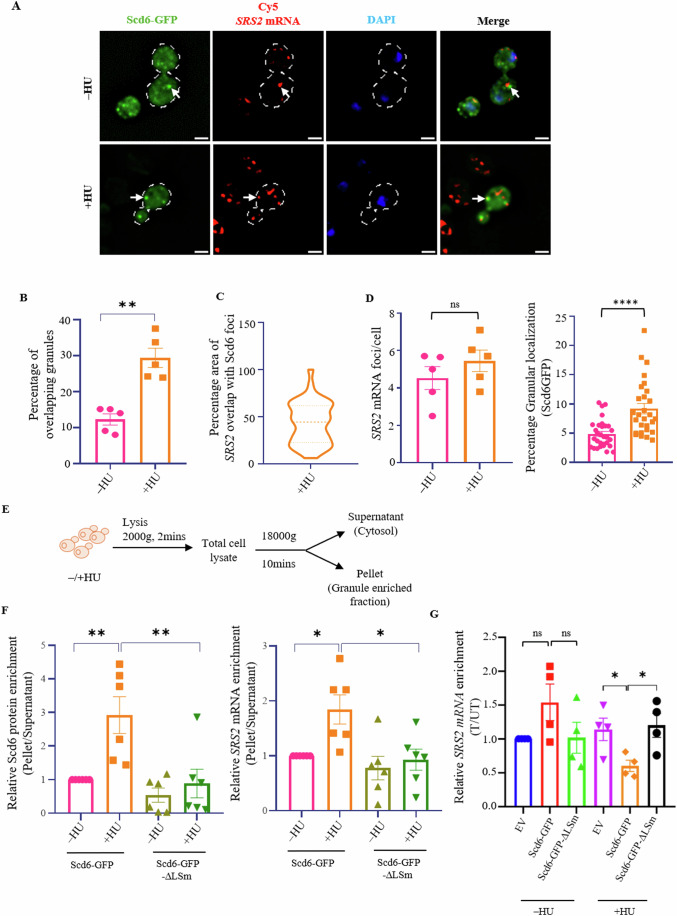
*SRS2* mRNA localizes to Scd6 granules upon HU stress. (**A**) smFISH showing localization of *SRS2* mRNA and Scd6GFP in control and HU-treated cells. White arrows indicate partially overlapping *SRS2* and Scd6 foci. White dotted line denotes cell boundary. Scale bar = 2 μm. (**B**) Quantification of the percentage of *SRS2* mRNA foci overlapping with Scd6 granules normalized to total Scd6 granules (*n* = 5 biological replicates, ≥100 cells containing both red and green foci were counted). Statistical significance was calculated using paired t-test (**p = 0.0062). Error bars indicate standard error of mean. (**C**) Quantification of the degree of overlap calculated as the area of percentage overlap of *SRS2* mRNA foci with Scd6 foci and plotted as a violin plot (*n* = 5 biological replicates, 40 overlapping granules were quantitated). (**D**) Quantification of the number of *SRS2* foci formed upon HU stress compared to unstressed control (left panel) and percentage granular localization of Scd6 for the same cells (right panel, 30 cells were used for quantification) (*n* = 5 biological replicates). Statistical significance was calculated using paired t-test. Error bars indicate the standard error of the mean. ****p = 0.0001. (**E**) Schematic showing workflow for granule enrichment from cells expressing Scd6-GFP in the presence or absence of 200 mM HU. (**F**) Quantification of relative Scd6 protein (left panel) and *SRS2* mRNA (right panel) localization in soluble (supernatant) and the heavier (granule enriched fraction) fraction plotted as a ratio of pellet by supernatant (*n* = 6 biological replicates) Statistical significance was calculated using Tukey’s multiple comparisons test. Error bars indicate the standard error of mean [For Scd6 protein, Scd6GFP(−HU) vs Scd6GFP(+HU), **p = 0.0063; Scd6GFP(+HU) vs Scd6GFP-∆LSm(+HU), **p = 0.0038. For *SRS2* mRNA, Scd6GFP(−HU) vs Scd6GFP(+HU), *p = 0.0295; Scd6GFP(+HU) vs Scd6GFP-∆LSm(+HU), *p = 0.0172)]. (**G**) Quantification of *SRS2* mRNA in the polysome fractions plotted as relative log2-fold change ratio of Translated/Untranslated fractions (*n* = 4 biological replicates) using SRS2-specific primer normalized to total mRNA and PGK1 (internal control). Statistical significance was calculated using paired t-test. Error bars indicate the standard error of the mean. [EV (+HU) vs Scd6GFP (+HU), *p = 0.0204; Scd6GFP(+HU) vs Scd6GFP-∆Lsm(+HU), *p = 0.0228]. Source data are available online for this figure.

Using a complementary biochemical approach, we assessed the association of *SRS2* mRNA and Scd6 protein in the cytoplasmic (lighter) and granule-enriched (heavier) fractions from lysates of cells treated with HU (Fig. 3E) (Wheeler et al, 2017). We observed a significant enrichment of the Scd6 protein and the *SRS2* mRNA in granules-enriched fractions from HU-treated cells expressing Scd6-GFP (Fig. 3F), with no significant increase in total *SRS2* mRNA levels (EV2F). The enrichment of the *SRS2* mRNA in granules-enriched fractions was, however, significantly hampered in HU-treated cells expressing the LSm domain-deletion mutant of Scd6 (Fig. 3F, right panel). The enrichment of this mutant itself is highly defective in granule-enriched fractions as compared to the wild-type Scd6 protein which is consistent with the localization result using live-cell imaging (Fig. EV2B).

If localization to Scd6 granules was important for *SRS2* mRNA repression then the inability of *SRS2* mRNA to localize to granules could lead to decreased repression activity. To test this, we performed polysome profiling followed by RNA isolation and RT-qPCR to quantify the enrichment of *SRS2* mRNA in polysome upon expression of wild type or LSm domain-deletion mutant of Scd6. As observed earlier, Scd6 expression led to increased repression of *SRS2* mRNA, whereas a significant reduction in *SRS2* mRNA repression was observed when LSm domain-deletion mutant was expressed (Fig. 3G). The results indicate that the Scd6 protein and the *SRS2* mRNA co-localize to granules upon HU treatment where *SRS2* mRNA is translationally repressed. *SRS2* mRNA localization to granules is important for its translation repression.

### Scd6 interacts with the *SRS2* mRNA

To investigate the possible HU-dependent association of Scd6 to the *SRS2* mRNA, we performed RNA immunoprecipitation (RIP) in lysates of cells expressing Scd6-GFP in the presence of HU (i.e., in the same conditions as the polysome profiling experiment in Fig. 2D) (Fig. 4A,B). The amounts of *SRS2* mRNA expression were quantified in the Scd6 immunoprecipitates (IP) and normalized with total *SRS2* mRNA and *PGK1* control (using PGK1-specific primers). We observed a significant enrichment of *SRS2* mRNA in the Scd6 IP from HU-treated cell lysate (Fig. 4C). This enrichment was not visible when the experiment was performed in cells expressing ΔLSm or ΔRGG mutants of Scd6, indicating a role of these protein domains in the Scd6-*SRS2* mRNA interaction. Transcripts encoding two key DNA damage response proteins, DNL4 (the yeast homolog of Ligase IV) and RNR4, were also tested. The *DNL4* mRNA, but not the *RNR4* mRNA, was significantly enriched in the Scd6 IP when cells were exposed to HU (Fig. EV3A), similar to the *SRS2* mRNA. According to the polysome profiling results, the *DNL4* mRNA was, however, not translationally repressed by Scd6 (Fig. EV1C).

**Figure 4:**
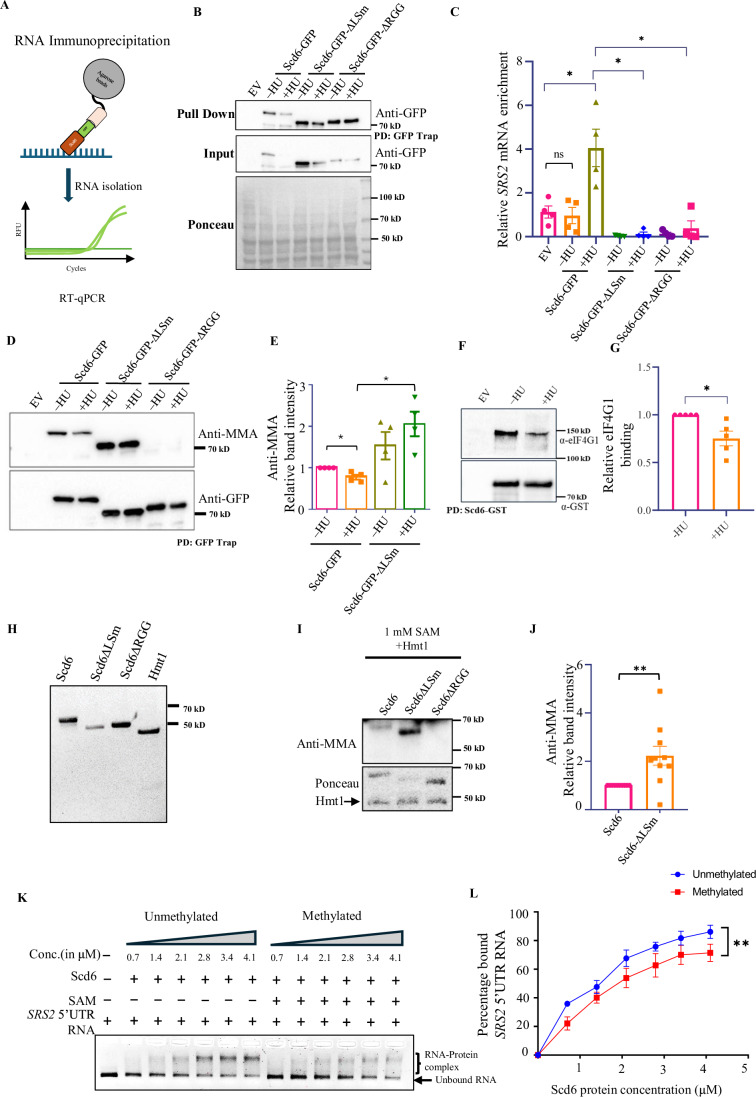
Scd6 binds to *SRS2 mRNA* upon HU treatment in a manner modulated by methylation. (**A**) Approach for RNA immunoprecipitation (RIP) using GFP-tagged Scd6 (expressed in a 2 µ plasmid, under its own promoter) in untreated (–HU) and 200 mM HU treatment. (**B**) Representative western blot showing pull down of Scd6-GFP WT and domain deletion mutants used in RIP. (**C**) Quantification of *SRS2* mRNA enriched in the pull-down fraction, plotted as relative log_2_-Fold change w.r.t total mRNA (*n* = 4 biological replicates). Statistical significance was calculated using paired t-test. Error bars indicate the standard error of the mean. [EV vs Scd6GFP (+HU), *p = 0.0452; Scd6GFP(+HU) vs Scd6GFP-∆LSm(+HU), *p = 0.0151; Scd6GFP(+HU) vs Scd6GFP-∆RGG(+HU), *p = 0.0100]. (**D**) Western blot showing arginine-mono-methylation of Scd6-GFP WT and domain deletion mutants upon HU stress which is quantified in (**E**) *n* = 4 biological replicates. Statistical significance was calculated using paired t-test. Error bars indicate the standard error of the mean. Scd6GFP(−HU) vs Scd6GFP(+HU), *p = 0.0364; Scd6GFP(+HU) vs Scd6GFP-∆LSm(+HU), *p = 0.0348). (**F**) Western blot showing interaction of eIF4G1 with Scd6-GST in control and HU treated samples which is quantified in (**G**) *n* = 5 biological replicates. Statistical significance was calculated using paired t-test. Error bars indicate the standard error of the mean. *p = 0.0320. (**H**) Coomassie Brilliant Blue (CBB) stained gel of purified His-Scd6-FLAG (HSF), HSF-∆LSm, HSF-∆RGG and His-Hmt1 used for in vitro experiments. (**I**) Western blot for in vitro arginine-mono-methylation of recombinant WT and domain deletion mutants of Scd6 incubated with equimolar concentration of recombinant Hmt1 and 1 mM S-adenosyl methionine (SAM) for 120 mins at 37 °C. (**J**) Quantification of relative in vitro mono-methylation as shown in I (*n* = 10 biological replicates). Statistical significance was calculated using an unpaired t-test. Error bars indicate the standard error of the mean. **p = 0.0062. (**K**) Ethidium Bromide (EtBr) stained agarose gel for electromobility shift assay (EMSA) with increasing concentrations of recombinant Scd6 with or without in vitro methylation incubated with 200-mer 5’UTR fragment of *SRS2 mRNA* (0.94 μM RNA). (**L**) Quantification of percentage bound *SRS2 mRNA* fragment as a function of protein concentration (*n* = 3 independent replicates). Statistical significance was calculated by paired t-test. Error bars indicate the standard error of the mean. **p = 0.0017. Source data are available online for this figure.

**Figure EV3:**
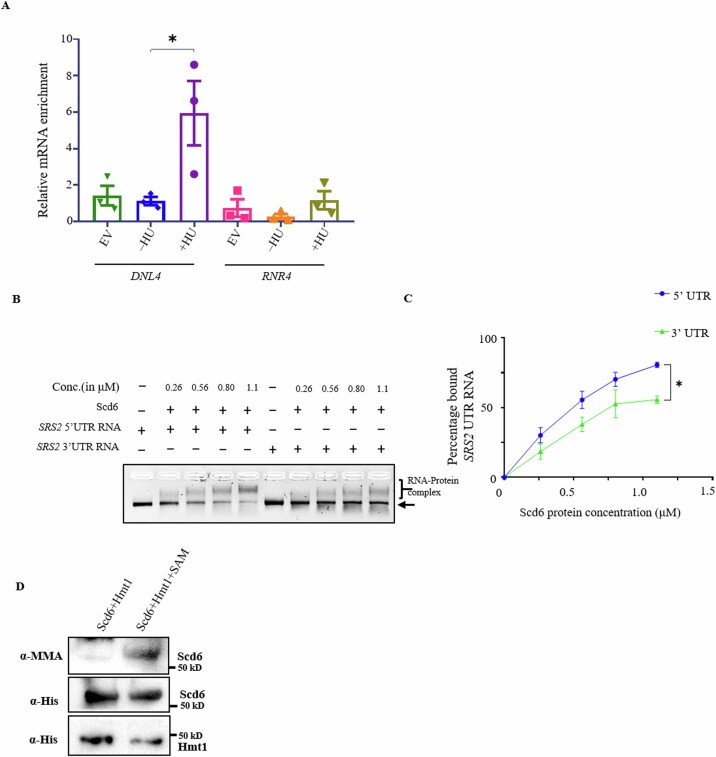
Scd6 binds to specific mRNAs. (**A**) Quantification of mRNA enrichment in RNA immunoprecipitation with *DNL4* and *RNR4* specific primers (*n* = 3 biological replicates). Statistical significance was calculated using unpaired t-test. Error bars indicate standard error of mean. *p = 0.0351. (**B**) Ethidium Bromide (EtBr) stained agarose gel for electromobility shift assay (EMSA) with increasing concentrations of recombinant Scd6 incubated with 200-mer 5’UTR or 3’ UTR fragment of *SRS2 mRNA* (1.7 μM RNA) and its quantification in (**C**) (*n* = 3 technical replicates) Black arrow denotes unbound RNA. Statistical significance was calculated using a paired t-test. Error bars indicate standard error of mean. *p = 0.0261. (**D**) Western blot showing methylation of purified His-Scd6-Flag in the presence of His-Hmt1 and 1 mM S-adenosyl methionine (SAM).

### Scd6 methylation and Scd6-eIF4G1 interaction decrease, whereas Scd6-*SRS2* mRNA interaction increases upon HU stress

Scd6 is arginine methylated at RGG-motif, which regulates its repression activity via promoting binding to eIF4G1 protein (Poornima et al, 2016). However, the direct role of arginine methylation in Scd6 interaction with RNA is unknown. We checked if a change in the methylation status of Scd6 could mediate the increased interaction of Scd6 with the *SRS2* mRNA upon HU stress. A western blot using an antibody against mono-methylated arginine (MMA) revealed a signal for Scd6, which was absent, as expected, for the RGG deletion mutant. We observed a significant decrease in Scd6 methylation upon HU stress. Interestingly, this was not the case with the Scd6 mutant lacking the LSm domain, whose methylation levels were significantly more than the WT Scd6 in the presence of HU (Fig. 4D,E). This suggested that the LSm domain could negatively regulate the methylation status of Scd6, thereby promoting RNA binding upon HU stress, which is consistent with the observations that the LSm domain and the RGG motif are required for *SRS2* mRNA interaction (Fig. 4C). These results identify HU-mediated altered methylation of Scd6 as a mechanism to modulate *SRS2* mRNA binding. They also highlight the unexpected role of the Lsm domain in modulating Scd6 methylation.

Since the previously reported mode of Scd6 translation repression is via binding to eIF4G1, which is augmented by Scd6 methylation, we checked the Scd6-eIF4G1 interaction by Scd6-GST immunoprecipitation. We observed reduced Scd6-eIF4G1 interaction upon HU treatment (Fig. 4F,G). A decrease in Scd6 methylation and a concomitant decrease in Scd6-eIF4G1 interaction upon HU indicates a previously unexplored alternate mode of translation repression by Scd6.

Since HU treatment reduced Scd6 methylation (Fig. 4D) and increased Scd6 interaction with the *SRS2* mRNA in vivo (Fig. 4C), we tested if the LSm domain altered Scd6 methylation in vitro and which if, in turn, directly altered RNA binding activity using purified recombinant proteins (Fig. 4H) and in vitro transcribed *SRS2* mRNA. As observed in vivo, methylation of Scd6 by purified recombinant Hmt1, the methyltransferase known to methylate Scd6, was significantly higher in the Scd6ΔLSm mutant (Fig. 4I,J), reinforcing the cis-regulation of Scd6 methylation by the LSm domain. To analyze Scd6 RNA binding activity in vitro, we transcribed 200-mer 5’UTR and 3’UTR of *SRS2* mRNA and performed RNA electromobility shift assay (EMSA) with recombinant purified Scd6. We observed a shift in both the mRNA fragments when incubated with increasing concentrations of Scd6, however, significantly more binding was observed with the 5’UTR fragment of *SRS2* mRNA compared to the 3’UTR fragment (Fig. EV3B,C). Furthermore, to investigate the role of methylation in the RNA binding activity of Scd6, in vitro methylated Scd6 was used to set up EMSA with the 5’UTR fragment. We confirmed the methylation of Scd6 by western blotting using a mono-methylated arginine-specific antibody (Fig. EV3D). We found that the binding of methylated Scd6 to *SRS2* mRNA was significantly reduced compared to unmethylated Scd6 with Kd values of 2.7 ± 1.3 µM and 2.86 ± 1.1 µM, respectively (Fig. 4K,L). These results provide a direct demonstration that reduced methylation of Scd6 increases *SRS2* mRNA binding, thereby suggesting that the HU-dependent regulation of Scd6 methylation is important for RNA binding.

### LSM14A localizes to puncta upon HU treatment in an RGG-motif-dependent manner and represses translation of specific mRNAs

To analyze whether the observed role of Scd6 in genotoxic stress response was conserved in humans, we focused on LSM14A, the human ortholog of Scd6 (Yang et al, 2006). A direct role of LSM14A in repressing translation remains to be demonstrated. Like Scd6, LSM14A is a modular protein (Fig. 5A) with two RGG domains. Using live cell imaging, we observed that LSM14A localized to puncta upon HU treatment in an RGG-motif-dependent manner (Fig. 5B,C), indicating that it is a conserved feature of the Scd6 family of proteins in yeast and humans. To examine the role of LSM14A in regulating mRNA translation in response to HU treatment, we performed polysome profiling experiments (Fig. 5D). 

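A2058 is an established human melanoma cell line, and HU inhibits ribonucleotide reductase, which limits the nucleotides available for DNA replication. Cells transfected with a control siRNA (siCTRL) or with siRNA against LSM14A (siLSM14A), which the methods give at 20 nM, were left untreated (NT) or treated with 10 mM HU for 2 h. Each of the 4 conditions had 3 replicate cultures. Each of the 12 cultures gave 1 library of total RNA and 1 library of polysomal RNA, 24 libraries in all. Polysomal RNA came from the heavy end of a 15–50% sucrose gradient, where mRNAs bound by many ribosomes sediment. The methods give this pool as fractions 13 to 17 in the sequencing paragraph and as the 4 heaviest fractions in the polysome profiling paragraph. The paper's text names translating (heavy) and non-translating (light) fractions, whereas the methods and the deposited labels name heavy polysomes and total RNA. The comparisons below are therefore of polysomal with total RNA.
The authors trimmed the stranded paired-end reads of 100 bases, aligned them to the human genome (hg19) with STAR and counted them on Gencode genes. The deposited values are these counts per gene, without normalization. Total RNA libraries held 24789280 to 35982320 counts in siCTRL NT cells (median 30373601), 27475877 to 39414429 in siCTRL HU cells (median 33627932), 29456117 to 40645263 in siLSM14A NT cells (median 39497257) and 27843461 to 35673015 in siLSM14A HU cells (median 29499397). Polysomal libraries held 28776634 to 44897501 counts in siCTRL NT cells (median 39449958), 30694272 to 38802414 in siCTRL HU cells (median 36903034), 29460121 to 38296671 in siLSM14A NT cells (median 37695475) and 30930513 to 38520350 in siLSM14A HU cells (median 32715747). The methods state a depth of around 30 times 10 to the power of 6 clusters per sample, and the values here use the deposited counts.
Translation efficiency (TE) of a gene is its level in polysomal RNA relative to its level in total RNA. Changes in TE between conditions were tested as the interaction of fraction and condition in edgeR's quasi-likelihood model, with TMM normalization, on protein-coding genes that passed edgeR's filter on low counts. The paper ran Xtail, which was not used here, and Dataset EV1 lists genes with an unadjusted p-value under 0.05 and a log2 TE change above 0.7 or below -0.7. Genes were counted by these thresholds and, separately, at an adjusted p-value under 0.05 over all genes tested. Both were tried on counts simulated from the libraries of siLSM14A cells, with the TE of 199 of 12660 tested genes changed by 1 on the log2 scale. The adjusted p-value recovered 72 of them (36.2%) with 4 false calls, and the thresholds of Dataset EV1 recovered 156 with 226 false calls. Simulations of these groups without any change gave a median of 701.5 genes at an unadjusted p-value under 0.05 for TE. The real comparison gave 179, so the shares recovered for TE may not carry over to the libraries. In total RNA, 183 of 195 simulated changes (93.8%) were recovered at an adjusted p-value under 0.05, with 17 false calls among 12492 genes.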

RNAs isolated from translating (heavy) and non-translating (light) fractions of wild type and LSM14A knockdown (siRNA) cells were sequenced to identify mRNAs whose association with polysomes was perturbed by LSM14A (Dataset EV1 and EV2). Several mRNAs were identified to be differentially regulated. 

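LSM14A (ENSG00000257103) lies on the plus strand of chromosome 19 of hg19, from 34663409 to 34720193. In untreated cells its total RNA was 84.3 ± 2.33 counts per 10 to the power of 6 (CPM; SD, n = 3 cultures) with siCTRL and 7.52 ± 0.708 CPM (SD, n = 3) with siLSM14A. The log2 fold change was -3.49 (standard error 0.075, adjusted p of 1.91e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In polysomal RNA, LSM14A went from 44.3 ± 10.5 CPM to 2.12 ± 0.521 CPM (SD, n = 3 each). This log2 fold change was -4.38 (standard error 0.27, edgeR adjusted p of 7.44e-05). Upon HU, total RNA of LSM14A was 85.9 ± 5.08 CPM with siCTRL and 6.81 ± 0.794 CPM with siLSM14A (SD, n = 3 each). In both fractions, every siLSM14A library held fewer LSM14A counts than every siCTRL library.
Between untreated siLSM14A and siCTRL cells, 0 of 12757 genes passed an adjusted p-value under 0.05 for TE in edgeR's test, and 111 had an unadjusted p-value under 0.05. By the thresholds of Dataset EV1, 65 genes passed, 28 with higher and 37 with lower TE in siLSM14A cells. Groups simulated with no TE difference gave a median of 211 such genes over 20 simulations (range 196 to 231). At an unadjusted p-value under 0.05 they gave a median of 703, against the 111 observed. The simulations therefore do not reproduce how few genes pass in the libraries, and set no chance level for this count. Leaving out replicate 1 of the untreated siLSM14A cells moved the count most, to 200 genes (61 higher, 139 lower). TE of LSM14A itself changed by -0.89 on the log2 scale (standard error 0.26, edgeR unadjusted p of 0.00501, adjusted p of 1). The smallest p-values for higher TE belonged to AAMDC (log2 change 0.65, standard error 0.20, unadjusted p of 0.00661) and SLC25A10 (0.80, standard error 0.27, unadjusted p of 0.0115). Among genes with lower TE, ZNF699 had an unadjusted p of 0.00277. It had 1 count in each polysomal library of untreated siLSM14A cells, too few for a fold change. The adjusted p was 1 for all 3 genes.
In total RNA of untreated cells, 71 of 12544 genes passed an adjusted p-value under 0.05, 22 higher and 49 lower in siLSM14A cells. The count was 200 with DESeq2 and 13 with all 24 libraries in one edgeR fit. BRI3BP changed by -1.09 (standard error 0.0594, edgeR adjusted p of 1.02e-05), and its 3' UTR holds the 7-base word AACGGAG, which went with the lowest total RNA of all words tested in 3' UTRs. AMMECR1 rose by 0.74 (edgeR adjusted p of 0.000206), and CCND1 and CCDC117 rose by 0.59 each (edgeR adjusted p of 0.00173 for both). In polysomal RNA, 2 of 12342 genes passed, both lower in siLSM14A cells, LSM14A among them.

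**Figure D1:**
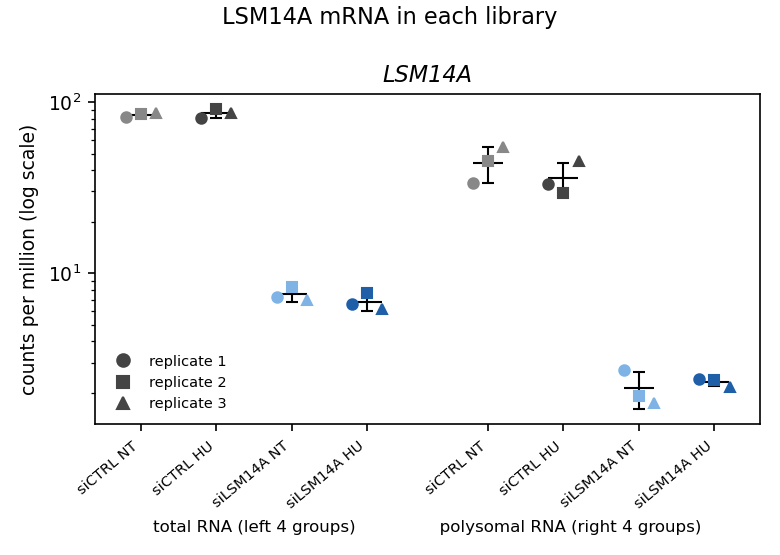
Counts per 10 to the power of 6 (CPM, log axis) of LSM14A in total and polysomal RNA. Each point is 1 of the 3 cultures of a condition, and the bar with error bars is the mean ± SD. The points of siLSM14A cells lie below those of siCTRL cells in both fractions, with and without HU.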

To address the role of LSM14 in the HU response, a similar analysis was carried out for LSM14A-depleted cells treated with HU. 

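Between HU-treated siLSM14A and siCTRL cells, TE was tested for 12649 genes. An adjusted p-value under 0.05 was reached by 0 genes (edgeR's quasi-likelihood test), and the smallest adjusted p was 0.778. An unadjusted p-value under 0.05 was reached by 487 genes, and leaving out 1 culture gave 170 (without replicate 1 of siLSM14A HU) to 1618 (without replicate 2 of siLSM14A HU). By the thresholds of Dataset EV1, 126 genes passed, 85 with higher and 41 with lower TE in siLSM14A cells. Groups simulated with no TE difference gave a median of 207.5 by the same thresholds over 20 simulations. As for untreated cells, this sets no chance level. Of 10 splits of the same cultures, the real one included, 4 gave at least 126 genes. Single cultures moved the count of the real groups. It was 583 (542 higher, 41 lower) without replicate 3 of siCTRL HU and 403 (340 higher, 63 lower) without replicate 2 of siLSM14A HU. It was 69 (34 higher, 35 lower) without replicate 3 of siLSM14A HU and 76 without replicate 2 of siCTRL HU.
Across these genes, which are not independent replicates, the TE change followed GC content, with a Spearman correlation of -0.644 between the log2 change and the GC content of the exons. After a correction of each library for GC content the correlation was 0.002, and 70 genes passed the thresholds.
For higher TE the smallest p-values belonged to NAP1L5 (log2 change 1.01, standard error 0.22, edgeR unadjusted p of 0.000322) and ZNF624 (1.34, standard error 0.33, unadjusted p of 0.000987). NXPH3 (-2.39, standard error 0.65, unadjusted p of 0.00238) and ISM2 (-2.33, standard error 0.64, unadjusted p of 0.0025) had the smallest for lower TE. Few reads lay behind both, with 2 to 8 counts of NXPH3 and 2 to 6 of ISM2 per total RNA library of siCTRL HU cells. The adjusted p of these 4 genes was 0.778.
In total RNA of the same cells, 100 of 12475 genes passed an adjusted p-value under 0.05, 30 higher and 70 lower in siLSM14A cells. Same-numbered cultures of these groups deviated together in total RNA, with correlations of 0.33, 0.18 and 0.25. In polysomal RNA these were 0.05, 0.28 and 0.4. With the replicate number as a block 855 genes passed (403 higher, 452 lower). For EIF3F, the unadjusted p of edgeR's test then went from 7.07e-11 to 4.27e-30. Its standard error went only from 0.051 to 0.0424. The rise in the number of genes therefore need not come from pairing alone. With the block and the GC correction together, 696 passed. Among the lower genes were LSM14A (log2 fold change -3.67, standard error 0.0871, edgeR adjusted p of 8.41e-11) and EIF3F (-1.02, standard error 0.051, adjusted p of 2.94e-07). The 3' UTR of EIF3F also holds AACGGAG. The higher genes with the smallest p-values were KCTD2 (0.50, adjusted p of 0.00126), AMMECR1 (0.64, adjusted p of 0.00192) and MCC (0.43, adjusted p of 0.00219). In polysomal RNA, 8 of 12256 genes passed, all lower in siLSM14A cells.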

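The effect of HU was then compared within each siRNA. In siLSM14A cells, 0 of 12660 genes passed an adjusted p-value under 0.05 for TE between HU and NT (edgeR's quasi-likelihood test), and 179 had an unadjusted p-value under 0.05. By the thresholds of Dataset EV1, 80 genes passed, 51 with higher and 29 with lower TE upon HU. Simulated unchanged groups gave a median of 214, which sets no chance level. Of 10 splits of the same cultures, the real one included, 8 gave at least 80 genes. The count moved most without 1 culture. Without replicate 1 of siLSM14A NT, 627 genes passed (561 higher, 66 lower), and 16 passed an adjusted p-value under 0.05.
In siCTRL cells, 0 of 12693 genes passed an adjusted p-value for TE upon HU, and 293 passed unadjusted. Same-numbered siCTRL cultures deviated together in both fractions, and with the replicate number as a block 0 passed adjusted and 500 unadjusted. The thresholds of Dataset EV1 gave 79 genes, 45 with higher and 34 with lower TE. The simulations gave a median of 217.5, again without setting a chance level. The count was 240 (63 higher, 177 lower) without replicate 3 of siCTRL HU and 238 (91 higher, 147 lower) without replicate 1 of siCTRL NT.
The smallest p-values in siCTRL cells belonged to CHADL (log2 change 2.04, standard error 0.46, unadjusted p of 0.000595) and WNK4 (0.67, standard error 0.16, unadjusted p of 0.000873) for higher TE. For lower TE they belonged to IGFBPL1 (-1.49, standard error 0.39, unadjusted p of 0.00177) and SMAD1 (-0.80, standard error 0.24, unadjusted p of 0.0045). The edgeR adjusted p was 0.956 for all 4.
Levels of RNA were tested in the same way. In total RNA, 0 of 12497 genes passed an adjusted p-value upon HU in siLSM14A cells (650 unadjusted) and 0 of 12506 in siCTRL cells (180 unadjusted). In polysomal RNA, 0 of 12290 genes passed in siLSM14A cells (107 unadjusted) and 0 of 12315 in siCTRL cells (259 unadjusted). With the replicate number as a block, 15 genes passed in total RNA and 1 in polysomal RNA of siCTRL cells.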

Again, many mRNAs were identified to be differentially regulated at the translation level, highlighting the important role of LSM14A in translation control under normal conditions and genotoxic stress (Fig. 5E).

**Figure 5:**
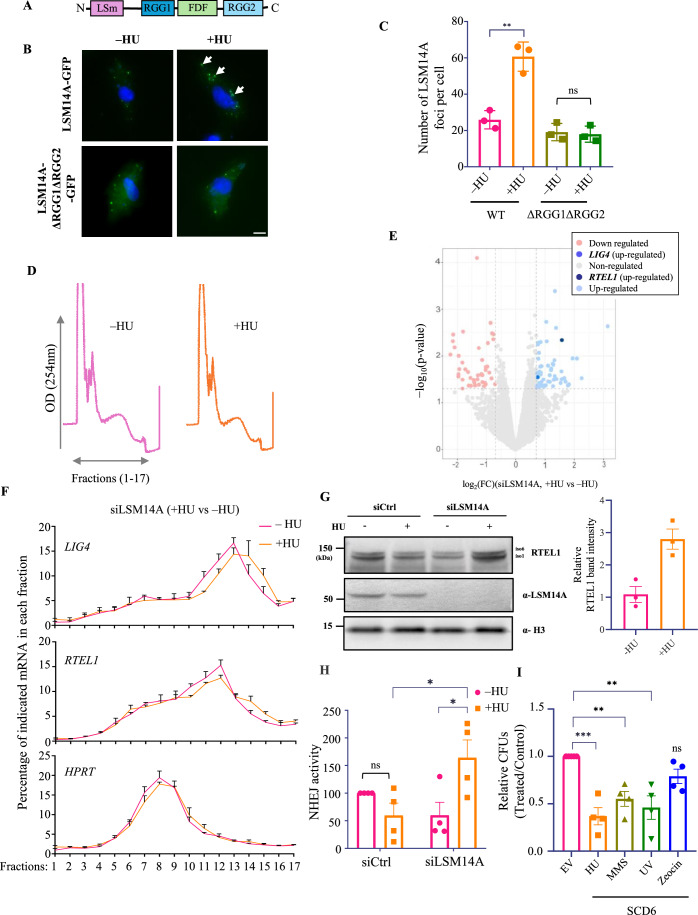
LSM14A localizes to puncta upon HU stress to regulate specific mRNA translation and modulate NHEJ activity. (**A**) Domain organization of LSM14A. LSM14A contains an N-terminal LSm domain, an FDF motif and two RGG motifs flanking the FDF motif. (**B**) Localization of LSM14A WT and RGG-deletion mutants upon HU treatment in retinal pigment epithelial cells (RPE). Scale bar = 10 μm. (**C**) Localization of LSM14A WT and RGG-deletion mutant to granules as depicted in (**B**), quantified as granules per cell. *n* = 3 biological replicates. Statistical significance was calculated using an unpaired t-test. Error bars indicate the standard error of the mean. **p = 0.0030. (**D**) Polysome profiles of siLSM14A-transfected A2058 cells treated with HU. OD: Optical density. (**E**) Volcano plots report the log_2_ fold change—log_2_(FC)—on the x-axis and the minus log_10_ of the *p*-value –log_10_(*p*-value) on the y-axis obtained from the comparison of translation efficiencies in the +HU vs –HU treated A375 cells (Dataset EV1). Differential analysis between conditions was done using the R package Xtail. Blue dots highlight the translationally up-regulated mRNAs, while red dots highlight the translationally down-regulated mRNAs. (**F**) Validation of *LIG4* and *RTEL1* mRNA in each polysome fraction comparing siLSM14A untreated (–HU) condition with siLSM14A HU treated condition. The distribution of control *HPRT* mRNA in the polysome fractions is also shown. *n* = 3 biological replicates. (**G**) Western blot showing endogenous Rtel1 protein levels in A2058 cells and its quantification. Quantification for Rtel1 was done for both bands corresponding to the 2 endogenous isoforms of Rtel1 together normalized to H3. To calculate fold change, the intensity of siCtrl (+/−HU) was used for normalizing siLSM14A (+/−HU) treatment, respectively. Statistical significance was calculated by unpaired t-test. Error bars indicate the standard error of the mean. *p = 0.0126. (**H**) Quantification of plasmid integration efficiencies in A375 cells transfected with the indicated siRNAs and treated with or without HU. Data were normalized to control transfection without HU treatment, which was set to 100%. The statistical significance of the experimental data was determined using Two-Way ANOVA. Error bars indicate standard error of mean, *n* = 4 biological replicates. siControl (+HU) vs siLSM14A (+HU), *p = 0.0429; siLSM14A (−HU) vs siLSM14A (+HU), *p = 0.0438. (**I**) Quantification of NHEJ activity in yeast suicide deletion strains expressing either empty vector or Scd6-GFP on a 2µ plasmid under its own promoter upon 100 mM HU, 0.01% MMS, 30 J/m^2^ ultraviolet (UV) radiation and 100 µg/ml zeocin (*n* = 4 biological replicates). Statistical significance was calculated using Tukey’s multiple comparisons test. Error bars indicate the standard error of the mean. EV vs HU, ***p = 0.0002; EV vs MMS, **p = 0066; EV vs UV, **p = 0.0012. Source data are available online for this figure.

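The legend of Fig. 5E names A375 cells, whereas Fig. 5D, the methods and the deposited labels name A2058 cells, and the libraries analysed here are labelled A2058. In the comparison of HU with NT in siLSM14A cells, the smallest p-values for higher TE belonged to PCDHGA2 (log2 change 1.34, standard error 0.33, edgeR unadjusted p of 0.00114) and SOGA1 (0.66, standard error 0.18, unadjusted p of 0.00315). For lower TE they belonged to SERGEF (-0.50, standard error 0.16, unadjusted p of 0.00846) and CEL (-2.07, standard error 0.68, unadjusted p of 0.00948). The adjusted p of each was 1.
Of the 3 genes at the top and the 3 at the bottom of the paper's list for this comparison in Dataset EV1, GPR75, LEKR1 and SNX32 passed the filters here. GPR75 had a log2 TE change of 2.16 (standard error 0.63, unadjusted p of 0.0041), where the paper's reported value is 2.087. LEKR1 had -2.05 (standard error 0.70, unadjusted p of 0.011), against the paper's -2.14, and SNX32 had -2.16 (standard error 0.87, unadjusted p of 0.0273), against the paper's -2.236. Few reads lay behind them, with 0 to 21 polysomal counts per siLSM14A library over the 3 genes, and SNX32 passed the thresholds of Dataset EV1 in 13 of 17 fits.
The paper's list for this comparison holds 102 genes, of which 90 were tested here, and all 90 changed in the same direction. Across these genes the log2 changes had a Pearson correlation of 1 and a Spearman correlation of 0.999 with the paper's, and 60 of them passed the same thresholds in edgeR's test. In siLSM14A HU against siCTRL HU, 130 of the paper's 140 genes were tested and 96 passed. In siLSM14A NT against siCTRL NT, 71 of 84 were tested and 45 passed. In siCTRL HU against siCTRL NT, 91 of 102 were tested and 63 passed. The listed genes were selected for their change on these same libraries, so these values compare the computations only.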

We observed that the association of transcripts encoding DNA damage repair proteins, including Ligase IV (NHEJ pathway protein, DNL4 yeast homolog) and RTEL1 (the functional homolog of SRS2), with translating fractions increased upon HU stress in cells depleted for LSM14A (Fig. 5E). 

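LIG4 (ENSG00000174405), which encodes DNA ligase IV, lies on the minus strand of chromosome 13 of hg19, from 108859787 to 108870716. RTEL1 (ENSG00000258366), a DNA helicase gene, lies on the plus strand of chromosome 20, from 62289163 to 62327606, and HPRT1 (ENSG00000165704) on the plus strand of chromosome X, from 133594195 to 133654543.
In siLSM14A cells, total RNA of LIG4 was 24.9 ± 3.28 CPM without HU and 21.3 ± 1.76 CPM with HU (SD, n = 3 cultures each). Its polysomal RNA was 9.87 ± 6.14 CPM without and 14.3 ± 2.02 CPM with HU (SD, n = 3 each). The log2 TE was -1.5 ± 0.982 without and -0.58 ± 0.254 with HU (SD, n = 3 each). The 3 untreated cultures had log2 TE values of -0.42, -1.74 and -2.34, and the 3 HU-treated cultures -0.32, -0.82 and -0.60, so that 1 untreated culture lay within the range of the treated ones. The change in TE of 0.76 on the log2 scale (standard error 0.42, unadjusted p of 0.0951 from edgeR's quasi-likelihood test, adjusted p of 1) was within the spread between cultures. It depended on single untreated cultures. Without replicate 1 the change was 1.47 (standard error 0.23, edgeR adjusted p of 0.0373), and without replicate 3 it was 0.36. The unadjusted p was 0.0392 with the GC correction, under which LIG4 met the thresholds of Dataset EV1. The LIG4 level followed the GC trend of its library across cultures of the same condition. In siCTRL cells the TE of LIG4 changed by 0.09 upon HU (edgeR unadjusted p of 0.851). The difference between the responses of siLSM14A and siCTRL cells was 0.67 (standard error 0.69, edgeR unadjusted p of 0.339).
RTEL1 was counted at 6 to 51 reads per library, and 47.1% of its 8542 exonic bases lie in no other gene of the same strand, since it shares exons with RTEL1-TNFRSF6B (ENSG00000026036). In siLSM14A cells its log2 TE was -0.68 ± 1.27 without and 0.85 ± 0.855 with HU (SD, n = 3 each). The change was 1.53 (standard error 0.64, edgeR unadjusted p of 0.0322, adjusted p of 1), which met the thresholds of Dataset EV1. It came from polysomal RNA, which rose by 1.5 (standard error 0.50, edgeR unadjusted p of 0.0123), while total RNA changed by -0.05 (unadjusted p of 0.891). Without HU replicate 2 the TE change was 0.95 (unadjusted p of 0.165), without NT replicate 2 it was 0.88 (unadjusted p of 0.218) and without NT replicate 1 it was 1.46 (unadjusted p of 0.0666), so that it then missed the thresholds. It missed them as well with the culture as a block (1.41, unadjusted p of 0.0659). Leaving out NT replicate 3, the untreated culture with the highest log2 TE (0.61), went the other way. The unadjusted p of edgeR's test then came within 1.5 times the paper's Xtail p of 0.00459. Counts of RTEL1 and RTEL1-TNFRSF6B summed gave 1.32 (unadjusted p of 0.037). In siCTRL cells the change upon HU was -0.13 (unadjusted p of 0.806), and the difference between the responses was 1.67 (standard error 0.86, edgeR unadjusted p of 0.0646). With the summed counts this difference was 1.71 (standard error 0.75, unadjusted p of 0.0327, adjusted p of 0.896).
HPRT1 had a log2 TE of -0.13 ± 0.078 without and -0.15 ± 0.126 with HU (SD, n = 3 each), a change of -0.01 (standard error 0.16, edgeR unadjusted p of 0.928).
Compared with siCTRL cells under HU, siLSM14A cells had a TE change of 0.50 for LIG4 (standard error 0.22, edgeR unadjusted p of 0.0411) and 1.09 for RTEL1 (standard error 0.51, edgeR unadjusted p of 0.0521), both with an adjusted p of 0.778. Of 13 genes of NHEJ fixed as a list, 12 were tested. Upon HU in siLSM14A cells 7 of them rose, with a mean log2 TE change of 0.187 (camera p of 0.472, adjusted p of 0.787 over 10 set tests). The mean was 0.112 without NT replicate 3 and 0.303 without NT replicate 1 (camera p of 0.155, fry p of 0.0149). It was -0.007 without LIG4 and RTEL1. Adjusted over the list alone, 0 genes passed 0.05, as over all genes tested, and 1 had an unadjusted p-value under 0.05. The paper reports the rise of LIG4 and RTEL1 from these same libraries, so the list with them is not independent evidence. The paper followed both mRNAs by RT-qPCR of gradient fractions (Fig. 5F) and RTEL1 by its protein level (Fig. 5G). Because both proteins have been implicated in NHEJ, it then assayed NHEJ activity. It reads the increase in that activity upon LSM14A knockdown under HU (Fig. 5H) as an association of translation regulation by LSM14A with the response to HU.

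**Figure D2:**
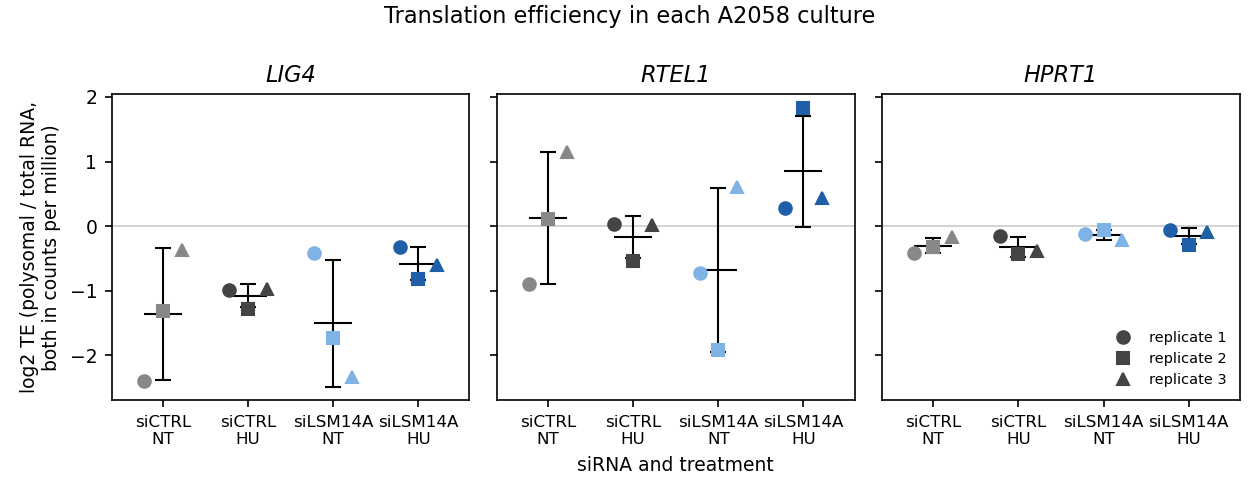
Log2 TE of LIG4, RTEL1 and HPRT1 in each condition. Each point is 1 of 3 cultures, and the bar with error bars is the mean ± SD. The untreated siLSM14A cultures of LIG4 reach from -2.34 to -0.42, overlapping the HU-treated cultures at -0.82 to -0.32.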

RT-qPCR analysis of RNAs extracted from each fraction of the sucrose gradient confirmed this regulation since we observed a slight shift in the distribution of the *Ligase IV* and *RTEL1* mRNAs, but not the *HPRT* mRNA used as a negative control, towards heavy polysome fractions upon HU treatment (Fig. 5F). We also confirmed increased RTEL1 protein levels upon LSM14A knockdown in HU stress (Fig. 5G). Since both Ligase IV and RTEL1 have been implicated in NHEJ, we examined if the altered translation of these genes led to a change in NHEJ activity. We monitored NHEJ activity using a plasmid integration assay. In this assay, linearized DNA with a neomycin selection gene is transfected, and the efficiency of random chromosomal integration of the plasmid DNA by NHEJ is measured by colony formation in G418-containing media. We observed that LSM14A knockdown significantly increases the NHEJ activity upon HU stress (Fig. 5H), indicating that LSM14A-mediated translation regulation is associated with the DNA damage response to HU stress.

Since Srs2 is involved in NHEJ-mediated DNA damage repair (Carter et al, 2009; Hegde, 2000), we assessed the role of Scd6 in NHEJ repair upon HU stress along with MMS and UV stress which induced Scd6 localization to cytoplasmic puncta (Fig. 1A,B). We used a previously reported suicide deletion strain which can directly be used for quantitating NHEJ activity (Karathanasis and Wilson, 2002). To identify if Scd6 mediated regulation of SRS2 has an implication in the NHEJ repair pathway upon HU, MMS and UV stress, we transformed these strains with empty vector or Scd6GFP expressed on a 2µ plasmid. We observed a severe defect in NHEJ-mediated repair in the presence of all three stresses upon Scd6 expression compared to the empty vector (Fig. 5I). Interestingly, the same was not observed in the presence of zeocin, which failed to induce localization of Scd6 to puncta. This indicates that the regulation by Scd6 signficiantly modulates NHEJ activity upon genotoxic stress.

## Discussion

In this report, we have explored and identified a conserved role of RGG motif-containing Scd6 family proteins in genotoxic stress response to HU. Several observations support this conclusion: (i) Scd6 localizes to puncta in response to several genotoxic stress such as methyl methanesulfonate (MMS), ultraviolet (UV) radiations, hydroxyurea (HU) and cisplatin (Fig. 1), (ii) Absence of Scd6 makes the cells sensitive to SRS2 overexpression in the presence of HU and MMS (Fig. 2), (iii) Scd6 represses *SRS2* mRNA translation upon HU stress (Fig. 2), (iii) HU-induced Scd6 granules are sites of *SRS2* mRNA enrichment and repression (Fig. 3), (iv) Scd6 binds to *SRS2* mRNA in vivo upon HU stress (Fig. 4), (v) LSm domain deletion mutant which is defective in binding to SRS2 mRNA poorly enriches SRS2 mRNA in granules resulting in its poor repression (Fig. 3), (vi) Arginine methylation of Scd6 is reduced upon HU stress which leads to decreased eIF4G1 binding (Fig. 4), (vii) LSm domain deletion mutant is hypermethylated and defective in binding *SRS2* mRNA (Fig. 4), (viii) Methylation reduces Scd6 protein interaction with SRS2 mRNA (Fig. 4), (ix) LSM14A localizes to granules upon HU stress and represses translation of multiple transcripts upon HU stress including *LIG4* and *RTEL1* (Fig. 5), and (x) LSM14A/Scd6 modulate NHEJ activity upon HU, MMS and UV stress (Fig. 5). These results identify a new role (summarized in a model; Fig. 6) of Scd6 family proteins in modulating genotoxic stress response by repressing specific mRNAs.

**Figure 6:**
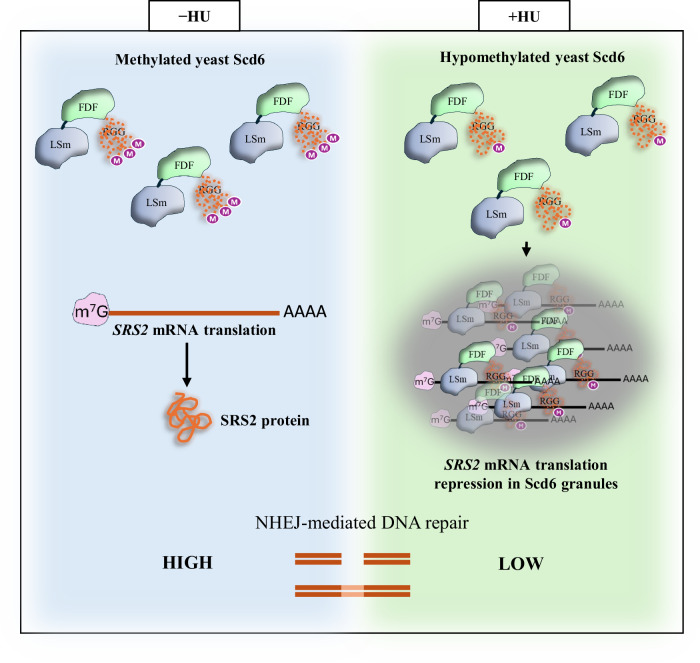
Scd6 is involved in translation repression of *SRS2* mRNA and modulates NHEJ activity upon HU-induced genotoxic stress. In unstressed conditions, *SRS2* mRNA is translated to protein and Scd6 mainly remains cytoplasmic. Upon HU stress, mono-methylation of Scd6 at the arginine residues in the RGG domain decreases, leading to binding of Scd6 to *SRS2* mRNA via its LSm and RGG domain. The Scd6-bound SRS2 mRNA localizes to cytoplasmic granules and remains translationally repressed.

Scd6 responds to HU, MMS, UV and cisplatin stress by localizing to discrete cytoplasmic puncta. These genotoxins function through different mechanisms, leading to different kinds of damage, which leads to DNA double-strand break. Zeocin, a glycopeptide, intercalates the DNA, leading to single-strand and double-strand DNA cleavage. Surprisingly, Zeocin, which can also lead to double-stranded breaks, does not induce relocalization of Scd6 to puncta. This suggests that the signaling mechanism(s) directing Scd6 localization to puncta are likely different between zeocin and other stressors tested in this study. HU, MMS, UV and cisplatin mainly cause double-strand breaks by their encounter with the replication and repair machinery mainly in the S-phase of the cell cycle, whereas Zeocin can directly cause DNA lesions. This could also indicate a cell-cycle-specific regulation of GSR, which is mediated by Scd6-like proteins. This aspect of regulation needs further analysis and is only a conjecture at this point.

The genetic interaction between Scd6 and SRS2 is stress-specific as it manifests upon exposure to HU (strong) and MMS (weak) but not in the presence of UV and cisplatin. This raises the possibility that Scd6 could modulate the translation and/or decay of distinct stress-specific mRNA subsets in puncta. The specific mRNA targets modulated by Scd6 upon exposure to MMS, UV and cisplatin are yet to be identified. Moreover, identifying any specific RNA sequence or structural motif that could lead to Scd6 binding (either direct or mediated by another RBP) also remains an interesting area of investigation.

HU is a well-known genotoxin that causes DNA damage by depleting dNTP pools, leading to replication fork arrest, eventually causing DNA double-strand breaks (Singh and Xu, 2016; Koç et al, 2004; Saintigny, 2001). Genome-wide studies have reported changes in the localization of numerous proteins in response to genotoxic stress (Tkach et al, 2012); however, barring a handful of studies, the functional relevance and mechanistic basis of altered localization have not been explored. RNA granules are sites of regulation of mRNA translation and decay. Localization of cytoplasmic RNA binding proteins Scd6, and LSM14A to puncta upon HU treatment suggests that such localization change could lead to the regulation of mRNA fate upon HU. Furthermore, the reversibility of HU-induced Scd6 puncta and their sensitivity to cycloheximide suggests that puncta-resident mRNAs may return to translation once the HU stress is removed.

SRS2 is a 3′–5′ DNA helicase whose expression levels are tightly controlled, which is evident from the observations that either overexpression or deletion of this gene causes sensitivity to several genotoxins (Alex et al, 2018; Bronstein et al, 2018). Even though it has been established that Srs2 levels are tightly regulated in cells (Bronstein et al, 2018), the regulator of this protein remains elusive. No study has addressed the translation regulation of SRS2/RTEL1 transcripts, highlighting that such regulation of DDR genes is a poorly explored avenue. Our work identifies Scd6 as a translation regulator of SRS2, a role conserved in humans.

Our study provides critical mechanistic insights underlying the regulation of SRS2 by Scd6. We observe that Scd6 binds *SRS2* mRNA, and this interaction increases with HU stress. Scd6-*SRS2* interaction leads to translation repression of *SRS2* mRNA in granules, and the inability of *SRS2* mRNA to localize to these granules causes de-repression.

Interestingly, individual deletion of the LSm domain or RGG-motif compromises Scd6-*SRS2* interaction. Our results suggest that increased methylation levels of RGG-motif mediate the reduced interaction of the Scd6 LSm-domain deletion mutant with *SRS2*. The following observations support this idea: (a) LSm-domain deletion mutant is hypermethylated as compared to full-length Scd6 (Fig. 4D) and (b) Methylated Scd6 interacts poorly with SRS2 as compared to unmethylated Scd6 (Fig. 4K). The basis for reduced Scd6 methylation and hypermethylation of LSm mutant will be an interesting future direction. Another important observation from this study is the decreased interaction of Scd6-eIF4G1 protein (Fig. 4F). The well-established mode of Scd6-mediated translation repression is via binding to eIF4G1, which is augmented by Scd6 methylation. A decrease in Scd6-eIF4G1 interaction upon HU stress reveals an alternative mode of Scd6-mediated translation repression, which relies on direct interaction with SRS2 mRNA and its sequestration to puncta upon HU stress. This is further supported by the fact that upon HU stress, eIF4G1 itself does not localize to granules (Tkach et al, 2012).

Our results provide the first evidence for the role of both Scd6 and human LSM14A as a translation regulator upon genotoxic stress. 

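Whether the TE response to HU differs between LSM14A knockdown and control cells was tested directly, as the interaction of HU and siRNA over all 24 libraries. Of 12855 genes, 0 passed an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), the smallest adjusted p was 0.896, and 244 had an unadjusted p-value under 0.05. By the thresholds of Dataset EV1, 153 genes passed, 88 with a more positive and 65 with a more negative response in siLSM14A cells. Simulated unchanged groups gave a median of 482 such genes, which sets no chance level for the libraries. Of 100 splits of the same cultures, the real one included, 71 gave at least 153 genes. The count of the real groups rose to 826 (569 more positive, 257 more negative) without replicate 1 of siLSM14A NT. It rose to 496 (383 more positive, 113 more negative) without replicate 3 of siCTRL HU. It fell to 79 without replicate 2 of siCTRL HU. More genes were negative than positive without replicate 2 of siCTRL NT (69 more positive, 106 more negative), without replicate 3 of siCTRL NT (39 and 63), without replicate 3 of siLSM14A HU (47 and 52) and without replicate 1 of siCTRL HU (122 and 126).
The smallest p-values for a more positive response belonged to PCDHGA2 (log2 difference 2.09, standard error 0.48, unadjusted p of 0.000263) and SLC25A51 (1.22, standard error 0.33, unadjusted p of 0.00111). GDPD3 (-2.39, standard error 0.71, unadjusted p of 0.00289) and AAMDC (-0.99, standard error 0.30, unadjusted p of 0.00326) had the smallest for a more negative one. The edgeR adjusted p was 0.896 for all 4.
Zinc finger genes, listed among the enriched groups of Dataset EV2, were tested as a set of all genes with ZNF symbols. Upon HU in siLSM14A cells, 264 of 386 had higher TE, with a mean log2 change of 0.153 (camera p of 5.1e-05, adjusted p of 0.00051). Relative to siCTRL HU cells, 260 of 387 had higher TE in siLSM14A HU cells (mean 0.195, camera p of 0.00192, adjusted p of 0.0096). This mean was 0.106 without replicate 2 of siCTRL HU (camera p of 0.0343) and 0.292 without replicate 3 of siCTRL HU. In siCTRL cells, 194 of 389 rose upon HU (mean -0.01, camera p of 0.967). The interaction had a mean of 0.168, with 246 of 390 genes positive (camera p of 0.0106, adjusted p of 0.0353). Its mean was 0.055 without replicate 3 of siCTRL NT (camera p of 0.347) and 0.08 without replicate 2 of siCTRL HU (camera p of 0.0678). It was 0.295 without replicate 1 of siCTRL NT. These camera tests use a preset correlation of 0.01 between genes. With the estimated correlation the p of the first comparison was 0.047 and that of the others over 0.05, and under fry the p-values were 0.0692, 0.122 and 0.272. The study found this group on the same libraries.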

Translation of multiple mRNAs is upregulated in LSM14A knockdown cells exposed to HU. We have validated changes in the translation status of two mRNAs, *LIG4* and *RTEL1* (Fig. 5F). RTEL1 is the functional homolog of SRS2, which, like SRS2, is an anti-recombinase and a negative regulator of HR-mediated DNA repair (Frizzell et al, 2014; Barber et al, 2008). Mutations in RTEL1 variants have shown a predisposition to various human pathologies (Vannier et al, 2014), and therefore understanding its regulation is a significant step.

LIG4 (DNA Ligase IV) is associated with XRCC4 to promote DNA double-strand break repair via the non-homologous end joining (NHEJ) pathway (Grawunder et al, 1998). LSM14A knockdown increases the translation of LIG4 during HU stress (Fig. 5F). This regulation has functional relevance as we observe that the NHEJ activity, as measured by plasmid integration assay, increases upon the knockdown of LSM14A under HU stress (Fig. 5H). Curiously, DNL4 is enriched in Scd6 pulldown fraction from yeast cells but is not translationally repressed by Scd6 (Figs. EV1C and EV3A). This enrichment could result from indirect interaction mediated by another protein in the complex. Alternatively, it is possible that Scd6 could affect the stability of the *DNL4* transcript. SRS2 has also been reported to be involved in the NHEJ pathway (Hegde, 2000). Therefore like Scd6, LSM14A contributes to HU stress response by regulating the translation of a specific mRNA.

Overall, this study establishes RGG motif-containing proteins Scd6 and LSM14A as regulators of the genotoxic stress response by affecting the translation of specific mRNA targets. Identifying the signaling mechanisms that enable genotoxic stress condition-specific repression activity of Scd6 and LSM14A would be a critical future direction.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models (genotype)**		
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0(‘BY4741’)*	Poornima et al, 2016	yPIR1
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0SCD6-GFP (HIS)*	Rajyaguru et al, 2012	yPIR13
*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 hmt1∆::KanMX*	This study	yPIR171
*MATa ade2::SD2-::URA3 his3Δ1 leu2Δ0 ura3Δ0*	Karathanasis and Wilson, 2002	YW714
*YW714 MAT yku70Δ::kanMX4*	Karathanasis and Wilson, 2002	YW713
**Recombinant DNA**		
CEN plasmid used as empty vector. *URA3*; Ampicillin resistance gene		pPIR92
CEN plasmid to express Scd6GFP under its own promoter-*URA3*; Ampicillin resistance gene	Poornima et al, 2019	pPIR93
CEN plasmid to express Scd6GFP-∆LSm under its own promoter. Amino acids deleted: 2–93. *URA3*; Ampicillin resistance gene.	Parbin et al, 2019	pPIR172
CEN plasmid to express Scd6GFP-∆RGG under its own promoter. Amino acids deleted: 282–348. URA3; Ampicillin resistance gene	Poornima et al, 2019	pIR64
Multicopy 2μ plasmid used as empty vector. *LEU2*; kanamycin resistance gene	Garg et al, 2022	pPIR130
Multicopy 2μ plasmid to express Scd6GFP under its own promoter-*LEU2*; kanamycin resistance gene	Garg et al, 2022	pPIR168
Multicopy 2μ plasmid to express Scd6GFP-∆LSm under its own promoter. Amino acids deleted: 2–93. *LEU2*; kanamycin resistance gene	This study	pPIR172
Multicopy 2μ plasmid to express Scd6GFP-∆RGG under its own promoter. Amino acids deleted: 282–348. *LEU2*; kanamycin resistance gene	Garg et al, 2022	pPIR169
Used to express full-length Scd6 with His- and FLAG tag at N- and C- terminus, respectively, under T7 promoter	Poornima et al, 2019	pPIR1
Used to express Scd6-∆LSm with His- and FLAG tag at N- and C- terminus, respectively, under T7 promoter	Parbin et al, 2019	pPIR188
Used to express Scd6-∆RGG with His- and FLAG tag at N- and C- terminus, respectively, under T7 promoter	Poornima et al, 2019	pPIR2
Used to express full-length Hmt1 with His-tag at N-terminus	A kind gift from Anita Corbett	pPIR3
CEN plasmid used as empty vector. *URA3*; Ampicillin resistance gene		pPIR369
Used to express SRS2 (untagged) under its own promoter. *URA3*; Ampicillin resistance gene	Bronstein et al, 2018	pPIR369
Mammalian expression vector used to express LSM14A-GFP; kanamycin resistance gene	This study	pPIR98
Mammalian expression vector used to express LSM14A--∆RGG1∆RGG2-GFP; kanamycin resistance gene	This study	pPIR101
**Antibodies**		
Anti-Pgk1	Abcam	ab113687
Anti-myc	Sigma	C3956
Anti-monomethylation arginine	Cell Signalling Technologies	8711S
Anti-His	Cell Signalling Technologies	27E8
Anti-HisGST	Cell Signalling Technologies	27E82624
Anti-eIF4G1	Cocalico Biologicals	
Anti-Rabbit	Jackson ImmunoResearch Laboratories	Code No. 111-035-003
Anti-Mouse	Jackson ImmunoResearch Laboratories	Code No. 115-035-003
Monoclonal mouse LSM14A antibody	SantaCruz Biotechnology	sc-398552
Rabbit EIF4G antibody	Cell Signalling Technologies	2498
Mouse EIF4E antibody	Cell Signalling Technologies	9742
Secondary mouse AlexaFluor 594 antibody	ThermoFisher	A32744
RTEL1 antibody	A kind gift from Michael Schertzer, I. Curie	
LSM14A antibody	Rb, Gmbh	
Histone 3 (H3) antibody	Cell Signalling Technologies	
**Oligonucleotides and other sequence-based reagents**		
GGAGGAGAGAGCTTTTGGGCTC		PIR-GM-SRS2-S
ACTCAGCAGCTGTTGTATTTCTG		PIR-GM-SRS2-AS
GGTGGGAATCTTTCTTCTCTTCT		PIR-GM-DNL4-S
CCTGTCTCCACTCAAACTATCC		PIR-GM-DNL4-AS
ACGAAATCTGGGCTGCTTAC		PIR-GM-RNR4-S
GGAACCCGTAGAAACTCTTACC		PIR-GM-RNR4-AS
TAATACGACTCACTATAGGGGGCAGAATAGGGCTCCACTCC		PIR-GM-5UTR_T7-S
TGCACTTTCGATCCTTTTAATTTGTCT		PIR-GM-5UTR-AS
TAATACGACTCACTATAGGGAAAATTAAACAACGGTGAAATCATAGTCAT		PIR-GM-3UTR_T7-S
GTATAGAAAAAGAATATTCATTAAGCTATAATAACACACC		PIR-GM-3UTR-AS
ATGTCTTTATCTTCAAAGTTGT		PIR-GM-PGK1-S
GGTTGGCAAAGCAGC		PIR-GM-PGK1-AS
/5Cy5/CACTGAGTCCAGCTCG AAACTTAGGAGG/3Cy5Sp/	Pizzinga et al	FLAP X-Cy5
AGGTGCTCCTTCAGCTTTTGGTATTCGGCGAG		PIR-B-Lsm14a-del268-281-S
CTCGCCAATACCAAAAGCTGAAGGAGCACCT		PIR-B-Lsm14a-del268-281-AS
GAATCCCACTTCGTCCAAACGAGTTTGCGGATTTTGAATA		PIR-B-Lsm14a-del404-448-S
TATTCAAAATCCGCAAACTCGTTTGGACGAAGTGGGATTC		PIR-B-Lsm14a-del404-448-AS
**Oligos used for FISH**		
**Probe sequence**		**Probe position**
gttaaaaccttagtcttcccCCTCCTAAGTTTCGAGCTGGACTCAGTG		118
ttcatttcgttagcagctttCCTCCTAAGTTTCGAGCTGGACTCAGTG		211
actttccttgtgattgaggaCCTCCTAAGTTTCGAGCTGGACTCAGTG		442
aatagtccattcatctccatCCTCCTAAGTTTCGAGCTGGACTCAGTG		485
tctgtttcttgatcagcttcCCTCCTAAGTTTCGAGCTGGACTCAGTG		510
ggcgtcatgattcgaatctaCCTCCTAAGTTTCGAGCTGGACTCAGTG		575
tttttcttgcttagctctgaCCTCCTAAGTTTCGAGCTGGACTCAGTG		625
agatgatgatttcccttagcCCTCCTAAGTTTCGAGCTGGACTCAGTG		784
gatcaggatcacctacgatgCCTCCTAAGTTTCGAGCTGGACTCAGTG		819
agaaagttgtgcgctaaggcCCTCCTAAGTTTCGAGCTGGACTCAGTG		862
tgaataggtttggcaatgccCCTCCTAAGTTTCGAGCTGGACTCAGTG		1119
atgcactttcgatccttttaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1182
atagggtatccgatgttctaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1205
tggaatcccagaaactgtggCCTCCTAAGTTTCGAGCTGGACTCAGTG		1239
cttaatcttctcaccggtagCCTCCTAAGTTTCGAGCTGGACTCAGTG		1364
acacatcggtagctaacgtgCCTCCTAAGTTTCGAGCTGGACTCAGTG		1395
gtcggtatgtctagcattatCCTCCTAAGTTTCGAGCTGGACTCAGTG		1453
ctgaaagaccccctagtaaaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1542
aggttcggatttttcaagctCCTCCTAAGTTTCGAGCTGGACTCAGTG		1640
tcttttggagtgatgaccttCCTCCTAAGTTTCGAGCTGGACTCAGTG		1801
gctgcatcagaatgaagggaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1849
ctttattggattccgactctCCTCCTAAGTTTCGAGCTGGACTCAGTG		1878
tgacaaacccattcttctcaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1914
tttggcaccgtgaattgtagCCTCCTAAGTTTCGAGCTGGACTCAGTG		1940
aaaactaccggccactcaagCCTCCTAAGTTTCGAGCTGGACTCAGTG		1963
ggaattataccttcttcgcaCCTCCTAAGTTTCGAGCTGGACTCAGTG		1993
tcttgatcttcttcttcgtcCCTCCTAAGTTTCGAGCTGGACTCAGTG		2053
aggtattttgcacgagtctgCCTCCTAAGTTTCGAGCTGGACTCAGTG		2164
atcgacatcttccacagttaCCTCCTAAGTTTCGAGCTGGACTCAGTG		2204
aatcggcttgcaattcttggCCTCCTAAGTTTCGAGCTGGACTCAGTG		2227
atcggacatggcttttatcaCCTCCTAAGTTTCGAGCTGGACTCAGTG		2261
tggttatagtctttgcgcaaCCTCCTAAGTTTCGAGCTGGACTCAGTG		2383
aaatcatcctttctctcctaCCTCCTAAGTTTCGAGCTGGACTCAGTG		2415
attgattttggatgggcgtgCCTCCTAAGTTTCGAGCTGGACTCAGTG		2585
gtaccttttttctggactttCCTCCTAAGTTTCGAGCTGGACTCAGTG		2633
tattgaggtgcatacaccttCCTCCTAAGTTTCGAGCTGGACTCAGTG		2692
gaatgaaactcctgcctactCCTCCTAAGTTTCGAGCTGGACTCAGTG		2734
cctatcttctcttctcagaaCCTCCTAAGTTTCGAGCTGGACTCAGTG		2777
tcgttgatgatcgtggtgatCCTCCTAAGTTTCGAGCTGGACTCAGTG		2811
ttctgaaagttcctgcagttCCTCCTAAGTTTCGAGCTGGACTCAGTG		2937
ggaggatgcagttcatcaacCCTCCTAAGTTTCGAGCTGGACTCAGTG		2974
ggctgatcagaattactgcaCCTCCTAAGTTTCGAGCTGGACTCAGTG		3058
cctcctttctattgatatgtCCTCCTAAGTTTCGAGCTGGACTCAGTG		3140
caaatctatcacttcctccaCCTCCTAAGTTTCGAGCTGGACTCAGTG		3245
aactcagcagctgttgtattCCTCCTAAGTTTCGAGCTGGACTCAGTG		3295
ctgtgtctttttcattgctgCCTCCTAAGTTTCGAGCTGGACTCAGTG		3386
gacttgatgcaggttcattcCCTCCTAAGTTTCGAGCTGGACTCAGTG		3426
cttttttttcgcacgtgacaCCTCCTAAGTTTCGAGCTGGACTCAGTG		3467
**Chemicals, Enzymes and other reagents**		
Hydroxyurea	MedChem Express	HY-B0313
Methyla methanesulphonate	Sigma Aldrich	129925
Zeocin	ThermoFisher Scientific	R25001
Cisplatin	Sigma Aldrich	232120
Cyclohehimide	Sigma Aldrich	01810
RiboLock RNase Inhibitor	Invitrogen	EO0381
GFP-TRAP Magnetic agarose beads	Chromotek	gtma
glutathione Sepharose beads	GE Healthcare	17075605
Ni-NTA agarose	G Biosciences	786-940
Flag beads	Sigma Aldrich	A2220
Coomassie brilliant blue	USB Chemicals	32826
S-adenosyl methionine	New England Biolabs	B9003S
T7 polymerase	Invitrogen	EP0111
DNAse	Invitrogen	EN0521
Fluoromount-G™ Mounting Medium	Invitrogen	00-4958-02
Trizol	G Biosciences	786-652
TRIzol LS reagent	Invitrogen	10296010
TB Green Premix Ex Taq II	TaKaRa	RR820B
Illumina TruSeq Stranded mRNA Library preparation kit	Illumina	
KAPA library quantification kit	Roche	
Lipofectamine RNAiMAX Reagent	Life Technologies	
siRNA LSM14A	Dharmacon	
**Software**		
ImageJ-win64		
GraphPad Prism Version 8.0		
softWoRx 3.5.1 software		
Institut Curie RNA-seq Nextflow pipeline (v3.1.4)		
**Other**		
NovaSeq 6000 instrument	Illumina	

### Yeast strains and transformation

All plasmids and strains used in this study are listed in reagents and tools table. For transformation, strains were grown to 0.6 OD_600_ in yeast extract and peptone supplemented with 2% glucose (YEPD), and pelleted down. The cells were washed once with water, followed by a single wash with 100 mM Lithium Acetate (LiAc). The cells were resuspended in 100 mM LiAc and aliquoted into 50 µL fractions. The cell suspension was then layered with 240 µL of 50% PEG (v/v), 36 µL of 1 M LiAc, 25 µL of salmon sperm DNA (100 mg/ml) and 100 ng of the respective plasmid DNA and vortexed. The mixture was then incubated at 30 °C for 30 min, followed by 15 min at 42 °C. The cells were then pelleted, resuspended in 100 µL water and plated on synthetic defined media and glucose agar plate. The plates were incubated at 30 °C for 2 days before colonies appeared.

### Drug treatments

Yeast cultures were grown in 10 ml of SD-Ura^-^ or of SD-Leu^-^ supplemented with 2% glucose, to 0.4–0.8 OD_600_ and split into two equal parts. The fractions were treated with 0.03 % MMS, 200 mM HU, 150 µM cisplatin or 100 µg/ml Zeocin and vehicle control and incubated for 60 min (45 min for HU) at 30 °C with constant shaking. For UV treatment for live cell imaging, 500 µl of mid-log phase yeast cultures were evenly spread in a 6-well uncoated plate followed by UV exposure of 50 J/m^2^ energy using stratalinker. The plate was instantly covered, culture transferred to aluminum-foiled centrifuge tube and spotted on coverslip in dark for imaging.

For CHX treatment, after incubation in HU, cells were treated with 0.1 mg/ml CHX solution (dissolved in methanol) or methanol (vehicle control). Cells were kept in the shaker for 5 min, followed by pelleting and live cell imaging.

### Cell imaging

In all cases for yeast live cell imaging, after the incubation period, the cells were immediately harvested (14,000 rpm, 15 s), resuspended in 20 µL of media and spotted on a glass coverslip (No. 1) and observed using live cell imaging. Yeast images were acquired using a Deltavision RT microscope system running softWoRx 3.5.1 software (Applied Precision, LLC), using an Olympus 100×, oil immersion 1.4 NA objective. The Green Fluorescent Protein (GFP) channel had 0.2 or 0.5 s of exposure and 32% or 50% transmittance respectively. A minimum of 80–100 cells were observed for each experiment. Quantification was done as granules per cell. Percentage granular intensity of Scd6 was calculated by using the ratio of GFP fluorescence intensity in granules by total cellular GFP fluorescence intensity using ImajeJ software. Statistical analysis was done using GraphPad Prism Version 8.0.

For localization experiment with ectopically expressed LSM14A-GFP and LSM14AΔRGG1ΔRGG2-GFP, cells were seeded on coverslips pre‐coated with 1 μg/ml fibronectin (Sigma) and 20 μg/ml collagen (Sigma) 2 days before drug treatment. After reaching confluency, cells were treated with 10 mM hydroxyurea for 30 min. After the treatment, the coverslips were washed twice in PBS, and allowed to dry for 2–3 min. The cells were then fixed with 4% PFA in PBS for 10 min, followed by permeabilization for 10 min at room temperature in PBS containing 0.1% Tween-20 (PBST). Cells were washed with PBST, followed by 1X PBS. Cells were dried onto the cover slip before adding mounting media containing DAPI. This was followed by fixation onto a glass slide for confocal microscopy (Leica SP8).

### Western blotting

SDS Polyacrylamide gels were transferred onto Immobilon-P Transfer Membrane® (MERCK) using Transfer-Blot® Semi Dry apparatus (BIO-RAD). The transfer was done at 10 V for 1 h. The membrane was then blocked with 5% skimmed milk, followed by washing and incubation with specific antibodies. For re-probing the blot with more than one antibody, the blot was stripped, blocked, and reprobed. All antibodies used in the study are listed in reagents and tools table.

For RTEL detection, A2058 (500,000) cells were transfected with 25 nM siLSM14A (Dharmacon siRNA pool) for 48 h followed by 10 mM HU treatment for 2 h. Post treatment, the cells were scraped and lysed using RIPA lysis buffer followed by 10s ON/OFF sonication for 10 cycles (Bioruptor). 30 µg of protein was loaded after BCA assay (Thermo) in 4–20% gradient gel (Invitrogen) and migrated in MOPS buffer at constant voltage of 150 V for 1 h. Semi dry transfer (iBlot2) was performed followed by 1 h blocking in 5% milk in TBS-T (0.1%). Secondary rabbit antibodies were used (1:3000) and incubated for 1 h at RT followed by 3 × 5 min washes before being developed using Clarity ECL (bio-rad) solution in Western blot developing machine (Vilber).

### Plating assay and spot assay

For spot assay, freshly grown yeast cells from the agar plate was resuspended in autoclaved deionized water and serially diluted to 10-fold dilutions after normalizing the first dilution to OD600 = 1. 10 μl of each dilution was spotted on an agar plate and incubated at 30 °C for 48–60 h before imaging. For the plating assay, 100 μl of the 4th dilution, i.e., 10^−4^ OD_600_, was plated on a Control or drug-containing agar plate (100 mM HU, 0.01% MMS, 150 µg/ml Zeocin) or plated cells were exposed to 30 J/m^2^. The plates were then incubated at 30 °C for 48–60 h before counting the colony-forming units (CFUs).

### RNA immunoprecipitation

300 ml of yeast cells expressing GFP-tagged Scd6, or Empty Vector (EV), were grown till 0.8 OD_600_ in leucine drop-out synthetic defined media. The Scd6-GFP culture was then split into two, where one was treated with 200 mM HU and the other kept as an untreated control. The cultures were then pelleted and lysed in Lysis buffer [10 mM Tris, 150 mM NaCl, 1 X EDTA-free Protease inhibitor complex, RiboLock RNase Inhibitor, (Catalog No. EO0381)]) by bead beating. The lysate was spun at 5500 rpm for 5 min. The supernatant was then transferred into a fresh microcentrifuge tube, and a small aliquot was removed for the isolation of total RNA. The rest of the lysate was diluted 1:1 with the lysis buffer, and 10 µl of GFP-TRAP Magnetic agarose beads (Cat. No. gtma) were added to a final volume of 1 ml. The pull-down samples were nutated at 4 °C for 90 min. The beads were then separated using a magnetic stand, followed by two washes with the lysis buffer. Finally, the beads were resuspended in 120 µl of lysis buffer. The pull-down efficiency was calculated by western blotting and probing the blot with an anti-GFP antibody (1:5000 dilution, Biolegend)). The rest of the pull-down was used for RNA isolation.

To quantify relative mRNA enrichment, ∆Ct values for each gene tested were calculated by subtracting Ct value of the PGK1 primer (internal control) from the test primer. ∆∆Ct was calculated by subtracting ∆Ct of total RNA from ∆Ct of pull-down RNA. The final values were then obtained by normalizing the 2^(−∆∆Ct)^ with Scd6 pull-down intensities.

### Glutathione S transferase (GST) pull-down

100 ml of yeast cells expressing GST-tagged Scd6, or Empty Vector (EV), were grown till 0.8 OD_600_ in uracil drop-out synthetic defined media. The Scd6-GST culture was then split into two, where one was treated with 200 mM HU and the other kept as an untreated control. The cultures were pelleted and lysed in Lysis buffer [10 mM Tris, 150 mM NaCl, 0.5% NP40, 1 X EDTA-free Protease inhibitor complex) by bead beating. The lysate was spun at 5500 rpm for 5 min. The supernatant was then transferred into a fresh microcentrifuge tube. The lysate was diluted 1:1 with the dilution buffer (lysis buffer without NP40), 40 µl was aliquoted separately as input and 40 µl of glutathione sepharose (GE, catalog no. 17075605) were added to a final volume of 1 ml. The pull-down samples were nutated at 4 °C for 90 min. The beads were washed thrice with lysis buffer at room temperature for 10 min. The beads were finally resuspended in 100 µl of lysis buffer. Following pull down, western analysis was performed by cutting the blot and using anti-GST (CST, catalog no. 2624; 1:1000 dilution) and anti-eIF4G1 (Cocalico Biologicals; 1:1000 dilution) antibodies to probe respective blot pieces.

### Protein purification and in vitro methylation

Recombinant N terminal His-tagged, and C terminal Flag-tagged Scd6 WT (His-Scd6-Flag) and domain deletion mutants were purified from *Escherichia coli* according to standard protocols using Ni-NTA agarose (G Biosciences Cat No. 786-940) This was followed by a second purification with Flag beads (Sigma Aldrich Cat No. A2220) using standard purification protocols. N terminal His-tagged Hmt1 was purified using Ni-NTA agarose beads (G Biosciences Cat No. 786-940). Purified proteins were dialyzed with 20 mM Tris-Cl pH 7.5, 100 mM NaCl, 10% glycerol and 1 mM DTT and purification was confirmed by SDS PAGE and Coomassie brilliant blue staining (Cat No. 32826). Purified His-Scd6-FLAG was methylated by taking 1:1 molar ratio of the protein and purified His-Hmt1 in methylation buffer containing 100 mM Tris–Cl pH 8, 200 mM NaCl, 2 mM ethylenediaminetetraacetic acid (EDTA) and 1 mM Dithiothreitol (DTT) with or without 20 µM S-adenosyl methionine (SAM) (New England Biolabs; catalog no. B9003S). The reaction was incubated for 2 h at 37 °C and used for downstream experiments. The methylation was confirmed by SDS-PAGE followed by western blotting using mono methyl arginine (MMA) antibody (Cell Signaling Technology, catalog no. 8711; 1:1000 dilution).

### In vitro transcription (IVT) and electromobility shift assay (EMSA)

The 5’ fragment of the SRS2 gene coding 184 bp of 5’UTR and 16 bases downstream the first base of the ORF (200-mer template) was amplified from *BY4741* genomic DNA by PCR. The 3’ fragment of the SRS2 gene coding 163 bp of 3’UTR and 37 bases upstream of the last base of the ORF (200-mer template) was amplified from *BY4741* genomic DNA by PCR. 100 ng of PCR amplified, and column purified DNA templates were transcribed using T7 polymerase (Thermo Cat ID. EP0111) in 100 µl reaction at 37 °C for 2 h using manufacturer’s protocol followed by DNAse treatment (Thermo Scientific Cat ID: EN0521). The RNA was then purified using phenol-chloroform and stored in multiple aliquots for later use.

For EMSA, to compare the binding of 5’UTR and 3’UTR, increasing concentrations of purified His-Scd6-Flag (0.26, 0.5, 0.80, 1.1 µM) were incubated with 1.7 µM in vitro transcribed RNA fragments. For EMSA, to compare the RNA binding activity of methylated vs unmethylated Scd6, increasing concentrations of purified His-Scd6-Flag (0.7, 1.4, 2.1, 2.8, 3.4, 4.1 µM; unmethylated or methylated) were incubated with 0.94 µM of in vitro transcribed RNA. The EMSAs were performed in binding buffer [10 mM Tris (pH 8), 50 mM NaCl, 0.05% NP-40, 6% glycerol, 1 mM DTT, 2 μg/ml BSA and 0.5 μg/ml tRNA] at 30 °C for 30 min. The reaction was then loaded onto 2.5% Agarose gel in 1 X MOPS buffer and the mobility shift visualized using ethidium bromide staining.

### Single-molecule fluorescence in situ hybridization (smFISH)

smFISH protocol was adapted and modified from Tsanov et al (2016) and Pizzinga et al (2019). Briefly, WT and *∆srs2* strains transformed with Scd6-GFP plasmid were grown to mid-log phase (OD_600_ 0.5–0.8) in leucine drop-out synthetic defined media and fixed with 3% paraformaldehyde for 45 min, at room temperature, in dark. To make smFISH probes, 200 pmol of an equimolar mix of SRS2-specific oligos (48 oligo pool, IDT; Reagents and tools table) was annealed with 250 pmol of Cy5 labeled X-flap oligo in 1× NEBuffer 3. After fixation, cells were washed with buffer B (1.2 M sorbitol and 100 mM KHPO4, pH 7.5), followed by resuspension in spheroplasting buffer (Buffer B, 2 mM Ribonucleoside Vanadyl Complex, 0.2% β-mercaptoethanol, and 1 mg/ml lyticase) and incubated at 37 °C shaker incubator for 15 min and stored in 70% ethanol at −20 °C. Subsequently, cells were hybridized with 40 pmol of smFISH probes in 100 µl of hybridization buffer (10 mg *E. coli* tRNA, 0.2 mM Ribonucleoside Vanadyl Complex, 200 µg/ml BSA, 10% dextran sulfate, 10% formamide, and 2× SSC). Cells were then washed in 10% formamide and 2× SSC. The washed cells were resuspended in PBS and mixed with the mounting agent (Fluoromount-G™ Mounting Medium Cat ID. 00-4958-02) with DAPI, and spotted on the slide. The images were acquired using a Deltavision RT microscope system running softWoRx 3.5.1 software (Applied Precision, LLC), using an Olympus 100×, oil immersion 1.4 NA objective at required wavelengths. The images were processed and quantified using ImageJ software. Percentage overlap of *SRS2* mRNA foci with Scd6 foci was calculated by measuring the area of both the foci, and the area of overlap using ImageJ software and dividing the overalapping area with SRS2 foci area. The final fraction overlap was then converted into percentages and plotted as a violin plot using GraphPad Prism 8.

### Cell culture

The A2058 and A375 melanoma cell lines used in this study were purchased from the ATCC. Cancer cell lines were maintained at 37 °C and 5% CO_2_ in a humidified atmosphere and grown in DMEM:F12 or MEM growth media supplemented with 10% FBS, 2 mM glutamine, 50 µ ml^−1^ penicillin and 50 mg ml^−1^ streptomycin (Gibco).

### Polysome fractionation

WT cells expressing either EV or Scd6-GFP were grown till OD_600_ 0.8 and treated with 200 mM HU for 60 min, followed by 30 min of 0.1 mg/ml CHX treatment. The cells were lysed in lysis buffer (10 mM Tris pH 7.4, 100 mM NaCl, 30 mM MgCl_2_, RNase inhibitor, cycloheximide and EDTA-free protease inhibitor complex), and pre-cleared lysate was loaded onto a 10–50% sucrose density gradient and centrifuged in an SW41 rotor (Beckman-Coulter) at 39,000 r.p.m. for 2 h at 4 °C. The untranslated (till 80S fraction) and translated (polysome fractions) fractions were collected and pooled (Biocomp), followed by RNA isolation from both fractions by TRIzol–chloroform method. Total RNA was also isolated from lysate. RNA samples were then treated with DNase followed by DNA library preparation using random primers. RT-qPCR were performed using gene-specific primers.

Quantification of mRNA enrichment in the polysome fractions (translated fraction) was calculated w.r.t. mRNA in untranslated fractions. ∆Ct values for each gene tested were calculated by subtracting Ct value of the PGK1 primer (internal control) from the test primer. ∆∆Ct was calculated by subtracting ∆Ct of total RNA from ∆Ct of translated or untranslated fractions. The final values were then obtained by normalizing the 2^(−∆∆Ct)^ of translated by untranslated polysome fractions.

To understand the translation control effect of LSM14A, A2058 cells were transfected with scrambled siRNA or siRNA specific to LSM14A cells. The cells were stressed with 10 mM hydroxyurea for 2 h, followed by lysis, and polysome profiling. Sucrose density gradient centrifugation was used to separate the sub-polysomal and the polysomal ribosome fractions. Fifteen minutes before collection, cells were incubated at 37 °C with 100 mg/ml CHX added to the culture medium. Next, cells were washed, scraped into ice-cold PBS supplemented with 100 mg/ml CHX, centrifuged at 3000 r.p.m. for 5 min and then collected into 400 ml of LSB buffer (20 mM Tris, pH 7.4, 100 mM NaCl, 3 mM MgCl_2_, 0.5 M sucrose, 2.4% Triton X-100, 1 mM DTT, 100 U ml RNasin and 100 mg/ml cycloheximide). After homogenization, 400 ml LSB buffer supplemented with 0.2% Triton X-100 and 0.25 M sucrose was added. Samples were centrifuged at 12,000 × *g* for 10 min at 4 °C. The lysates were loaded onto a 15–50% sucrose density gradient and centrifuged in an SW41 rotor at 38,000 r.p.m. for 2 h at 4 °C. Polysome fractions were monitored and collected using a gradient fractionation system (Isco). Total RNA was extracted from the four heaviest fractions and the input samples using the TRIzol–chloroform method.

### RNA isolation, cDNA preparation, and RT-qPCR

RNA isolation from yeast samples were done using Trizol (G Biosciences, Cat ID 786-652)- chloroform method. Briefly, the lysate/PD fractions were treated with 1 ml Trizol and 200 µl chloroform. After vortexing, the mixture was spun at 14,000 rpm for 20 min, followed by Isopropanol precipitation by flash freezing. It was spun at 15000 rpm at 4 °C for 30 min, followed by one 70% ethanol wash. The pellets were dried and resuspended in the required amount of Diethyl pyrocarbonate (DEPC)-treated water. The RNA was then treated with DNase (Thermo Scientific Cat ID: EN0521), followed by cDNA library preparation with 1 µg of RNA. OligodT was used for creating the libraries. The libraries were then diluted (1:5 for lysates; 1:1 for pull down and polysome fractions) and used as templates for RT-qPCR in 10 µl reaction volume, 40 cycles (TB Green Premix Ex Taq II (Tli RNase H Plus); TaKaRa, Cat ID RR820B). Gene-specific primers (Bioserve, India) were used in the PCR.

For mammalian samples, RNA from the same volume (300 µl) of each of the polysome fractions (17 fractions) was isolated using TRIzol LS reagent (TRIzol™ LS Reagent, Invitrogen, Cat ID 10296010) using the manufacturer’s protocol. The cDNAs from each fraction were diluted to 1:10 times from which equal volume (2 µl) cDNA were used along with SYBR green (TB Green Premix Ex Taq II (Tli RNase H Plus); TaKaRa, Cat ID RR820B) and primers (Bioserve, India) for validation of mRNA levels using quantitative real-time PCR (BioRad CFX96 Touch Real-Time PCR Detection System). The % of RNA in each fraction was calculated as described in Panda et al (2017).

### RNA sequencing and bioinformatic analysis

RNA sequencing libraries were prepared from 500 ng to 1 µg of total RNA or mRNA-enriched from heavy polysome fractions (13 to 17) using the Illumina TruSeq Stranded mRNA Library preparation kit which allows to perform a strand of strand-specific sequencing. Nanodrop spectrophotometer was used to assess purity of RNA based on absorbance ratios (260/280 and 260/230) and BioAnalyzer for RNA integrity (RIN>9). A first step of polyA+ selection using magnetic beads is done to focus sequencing on polyadenylated transcripts. After fragmentation, cDNA synthesis was performed and resulting fragments were used for dA-tailing followed by ligation of TruSeq indexed adapters. PCR amplification was finally achieved to generate the final barcoded cDNA libraries. The libraries were equimolarly pooled and subjected to qPCR quantification using the KAPA library quantification kit (Roche). Sequencing was carried out on the NovaSeq 6000 instrument from Illumina based on a 2*100 cycle mode (paired-end reads, 100 bases) to obtain around 30 million clusters (60 million raw paired-end reads) per sample. Finally, Fastq files were generated from raw sequencing data using bcl2fastq pipeline performing data demultiplexing based on index sequences.

RNA-seq data were analyzed with the Institut Curie RNA-seq Nextflow pipeline (v3.1.4). Briefly, raw reads were first trimmed with Trimgalor. Reads were aligned on the human reference genome (hg19) using STAR (STAR_2.6.1a_08-27). Genes abundances were then estimated using STAR, and the Gencode v34 annotation. The read counts on RNAs extracted from polysome fractions (13–17) depend on both mRNA abundance and their translation rates. Differential translation can be characterized by the differences between the changes in total mRNA levels and the levels of mRNAs engaged in ribosomes (heavy polysome fractions). Differential analysis between conditions were done using the R package Xtail (Xiao et al, 2016) on protein-coding genes only (Dataset EV1).

### RNA interference

Cells were transfected with 20 nM of each siRNA against LSM14A (Dharmacon) using Lipofectamine RNAiMAX Reagent (Life Technologies) following the supplier’s instructions.

### Random plasmid integration assay

A375 cells were seeded in a 6 cm dish and transfected with siRNAs (30 nM) the following day (day 2). At day 3, the cells were transfected once more with siRNAs and, later at day 3, the cells were treated with or without 10 mM Hydroxyurea for 30 min and subequently transfected with with 2 μg gel-purified BamHI-EcoRI-linearized pEGFP-C1 plasmid for 48h.

On day 5, cells were collected, counted, seeded, and grown in medium lacking or containing 0.5 mg/mL G418. Transfection efficiency of the linearized pEGFP-C1 was determined by flow cytometry. The cells were incubated at 37 °C to allow colony formation for 2 weeks by refreshing media every 3–4 days. The cells were then stained with a 20% ethanol solution containing 0.5% crystal violet. Random plasmid integration events (number of G418-resistant colonies) were normalized by the plating efficiency (number of colonies without G418) and by transfection efficiency.

### NHEJ suicide deletion assay

The assay was adapted and modified from Karathanasis and Wilson, 2002. Briefly, the suicide deletion strain YW714 (a kind gift from Professor Thomas Wilson) was transformed with either empty vector or Scd6-GFP expressed on a 2µ plasmid. Stationary phase cells were plated on synthetically defined leu^−^ ade^+^, leu^−^ ade^−^ or leu^−^ ade^−^ drop out agar plates supplemented with 100 mM HU and either 2% sucrose or a combination of 1% sucrose + 1% galactose as carbon source and to induce double-strand breaks. The plates were incubated at 30 °C for 3–4 days till visible colonies appeared. Colonies were counted from all the plates and plotted as a ratio of HU treated and untreated CFUs normalized to empty vector.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Expanded View Figures

## Data Availability

The datasets generated in this study have been deposited in the Gene Expression Omnibus repository (GEO) under accession numbers GSE274294. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00443-3.

## References

[CR1] Alex B, Lihi G, Gilad G, Elisa A-P, Martin K (2018) The main role of Srs2 in DNA repair depends on its helicase activity, rather than on its interactions with PCNA or Rad51. mBio 9:e01192–18. 10.1128/mbio.01192-1830018112 10.1128/mBio.01192-18PMC6050964

[CR2] Azab B, Alassaf A, Abu-Humdan A, Dardas Z, Almousa H, Alsalem M, Khabour O, Hammad H, Saleh T, Awidi A (2019) Genotoxicity of cisplatin and carboplatin in cultured human lymphocytes: a comparative study. Interdiscip Toxicol 12:93–9732206030 10.2478/intox-2019-0011PMC7071837

[CR3] Barber LJ, Youds JL, Ward JD, McIlwraith MJ, O’Neil NJ, Petalcorin MIR, Martin JS, Collis SJ, Cantor SB, Auclair M et al (2008) RTEL1 maintains genomic stability by suppressing homologous recombination. Cell 135:261–27118957201 10.1016/j.cell.2008.08.016PMC3726190

[CR4] Bhatter N, Roy R, Shah S, Sastry SP, Parbin S, Iyappan R, Kankaria S, Rajyaguru PI (2019) Arginine methylation augments Sbp1 function in translation repression and decapping. FEBS J 286:4693–470831495062 10.1111/febs.15057PMC6916386

[CR5] Brandmann T, Fakim H, Padamsi Z, Youn J, Gingras A, Fabian MR, Jinek M (2018) Molecular architecture of LSM14 interactions involved in the assembly of mRNA silencing complexes. EMBO J 37:e9786929510985 10.15252/embj.201797869PMC5881628

[CR6] Brengues M, Teixeira D, Parker R (2005) Movement of eukaryotic mRNAs between polysomes and cytoplasmic processing bodies. Science 310:486–48916141371 10.1126/science.1115791PMC1863069

[CR7] Bronstein A, Bramson S, Shemesh K, Liefshitz B, Kupiec M (2018) Tight regulation of Srs2 helicase activity is crucial for proper functioning of DNA repair mechanisms. G3 Genes|Genomes|Genet 8:1615–162610.1534/g3.118.200181PMC594015329531123

[CR8] Buchan JR, Parker R (2009) Eukaryotic stress granules: the ins and outs of translation. Mol Cell 36:932–94120064460 10.1016/j.molcel.2009.11.020PMC2813218

[CR9] Carter SD, Vigašová D, Chen J, Chovanec M, Åström SU (2009) Nej1 recruits the Srs2 helicase to DNA double-strand breaks and supports repair by a single-strand annealing-like mechanism. Proc Natl Acad Sci USA 106:12037–1204219571008 10.1073/pnas.0903869106PMC2715516

[CR10] Chavdarova M, Marini V, Sisakova A, Sedlackova H, Vigasova D, Brill SJ, Lisby M, Krejci L (2015) Srs2 promotes Mus81–Mms4-mediated resolution of recombination intermediates. Nucleic Acids Res 43:3626–364225765656 10.1093/nar/gkv198PMC4402524

[CR11] Chen J, Stubbe J (2005) Bleomycins: towards better therapeutics. Nat Rev Cancer 5:102–11215685195 10.1038/nrc1547

[CR12] Chong PA, Vernon RM, Forman-Kay JD (2018) RGG/RG motif regions in RNA binding and phase separation. J Mol Biol 430:4650–466529913160 10.1016/j.jmb.2018.06.014

[CR13] Chowdhury MN, Jin H (2023) The RGG motif proteins: interactions, functions, and regulations. WIREs RNA 14:e174810.1002/wrna.1748PMC971889435661420

[CR14] Dhingra N, Kuppa S, Wei L, Pokhrel N, Baburyan S, Meng X, Antony E, Zhao X (2021) The Srs2 helicase dampens DNA damage checkpoint by recycling RPA from chromatin. Proc Natl Acad Sci USA 118:e202018511833602817 10.1073/pnas.2020185118PMC7923681

[CR15] Dixit S, Nagraj T, Bhattacharya D, Saxena S, Sahoo S, Chittela RK, Somyajit K, Nagaraju G (2024) RTEL1 helicase counteracts RAD51-mediated homologous recombination and fork reversal to safeguard replicating genomes. Cell Rep. 43:11459439116203 10.1016/j.celrep.2024.114594

[CR16] Friedl AA, Liefshitz B, Steinlauf R, Kupiec M (2001) Deletion of the SRS2 gene suppresses elevated recombination and DNA damage sensitivity in rad5 and rad18 mutants of Saccharomyces cerevisiae. Mutat Res/DNA Repair 486:137–14611425518 10.1016/s0921-8777(01)00086-6

[CR17] Frizzell A, Nguyen JHG, Petalcorin MIR, Turner KD, Boulton SJ, Freudenreich CH, Lahue RS (2014) RTEL1 inhibits trinucleotide repeat expansions and fragility. Cell Rep 6:827–83524561255 10.1016/j.celrep.2014.01.034PMC5783307

[CR18] Grawunder U, Zimmer D, Kulesza P, Lieber MR (1998) Requirement for an interaction of XRCC4 with DNA ligase IV for wild-type V(D)J recombination and DNA double-strand break repair in vivo. J Biol Chem 273:24708–247149733770 10.1074/jbc.273.38.24708

[CR50] Garg M, Roy D, Rajyaguru PI (2022) Low complexity RGGmotif containing proteins Scd6 and Psp2 act as suppressors of clathrin heavy chain deficiency. Biochim Biophys Acta Mol Cell Res 1869(11):11932710.1016/j.bbamcr.2022.11932735901970

[CR19] Hegde V (2000) Requirement for the SRS2 DNA helicase gene in non-homologous end joining in yeast. Nucleic Acids Res 28:2779–278310908335 10.1093/nar/28.14.2779PMC102644

[CR20] Jain S, Wheeler JR, Walters RW, Agrawal A, Barsic A, Parker R (2016) ATPase-modulated stress granules contain a diverse proteome and substructure. Cell 164:487–49826777405 10.1016/j.cell.2015.12.038PMC4733397

[CR21] Karathanasis E, Wilson TE (2002) Enhancement of Saccharomyces cerevisiae end-joining efficiency by cell growth stage but not by impairment of recombination. Genetics 161:1015–102712136007 10.1093/genetics/161.3.1015PMC1462173

[CR22] Koç A, Wheeler LJ, Mathews CK, Merrill GF (2004) Hydroxyurea arrests DNA replication by a mechanism that preserves basal dNTP pools. J Biol Chem 279:223–23014573610 10.1074/jbc.M303952200

[CR23] León Ortiz AM, Reid RJD, Dittmar JC, Rothstein R, Nicolas A (2011) Srs2 overexpression reveals a helicase-independent role at replication forks that requires diverse cell functions. DNA Repair 10:506–51721459050 10.1016/j.dnarep.2011.02.004PMC3084345

[CR24] Li Y, Chen R, Zhou Q, Xu Z, Li C, Wang S, Mao A, Zhang X, He W, Shu H-B (2012) LSm14A is a processing body-associated sensor of viral nucleic acids that initiates cellular antiviral response in the early phase of viral infection. Proc Natl Acad Sci USA 109:11770–1177522745163 10.1073/pnas.1203405109PMC3406844

[CR25] Ma W, Westmoreland JW, Gordenin DA, Resnick MA (2011) Alkylation base damage is converted into repairable double-strand breaks and complex intermediates in G2 cells lacking AP endonuclease. PLoS Genet 7:e100205921552545 10.1371/journal.pgen.1002059PMC3084215

[CR26] Marini V, Krejci L (2010) Srs2: The “Odd-Job Man” in DNA repair. DNA Repair 9:268–27520096651 10.1016/j.dnarep.2010.01.007PMC2845805

[CR27] Marnett L (2001) Endogenous DNA damage and mutation. Trends Genet 17:214–22111275327 10.1016/s0168-9525(01)02239-9

[CR28] Mohanan G, Das A, Rajyaguru PI (2021) Genotoxic stress response: What is the role of cytoplasmic mRNA fate? BioEssays 43:200031110.1002/bies.20200031134096096

[CR29] Panda A, Martindale J, Gorospe M (2017) Polysome fractionation to analyze mRNA distribution profiles. Bio Protoc 7:e212610.21769/BioProtoc.2126PMC543159128516123

[CR49] Parbin S, Mohanan G, Gole S, Joshi D, Bhar M, Rajyaguru PI Rajyaguru (2020) DEKTV and YVG motifs in the Lsm domain are important for the activity of Scd6, a conserved translation repressor protein. Biophys Acta Gene Regul Mech 1863(2):19447410.1016/j.bbagrm.2019.19447431926930

[CR30] Pizzinga M, Bates C, Lui J, Forte G, Morales-Polanco F, Linney E, Knotkova B, Wilson B, Solari CA, Berchowitz LE et al (2019) Translation factor mRNA granules direct protein synthetic capacity to regions of polarized growth. J Cell Biol 218:1564–158130877141 10.1083/jcb.201704019PMC6504908

[CR31] Poornima G, Shah S, Vignesh V, Parker R, Rajyaguru PI (2016) Arginine methylation promotes translation repression activity of eIF4G-binding protein, Scd6. Nucleic Acids Res 44:9358–936827613419 10.1093/nar/gkw762PMC5100564

[CR48] Poornima G, Mythili R, Nag P, Parbin S, Verma PK, Hussain T, Rajyaguru PI (2019) RGG-motif self-association regulates eIF4G-binding translation repressor protein Scd6. RNA Biol 16(9):1215–122710.1080/15476286.2019.1621623PMC669356431157589

[CR32] Rajyaguru P, She M, Parker R (2012) Scd6 targets eIF4G to repress translation: RGG motif proteins as a class of eIF4G-binding proteins. Mol Cell 45:244–25422284680 10.1016/j.molcel.2011.11.026PMC3277450

[CR33] Rastogi RP, Richa, Kumar A, Tyagi MB, Sinha RP (2010) Molecular mechanisms of ultraviolet radiation‐induced DNA damage and repair. J Nucleic Acids 2010:59298021209706 10.4061/2010/592980PMC3010660

[CR34] Roy D, Rajyaguru PI (2018) Suppressor of clathrin deficiency (Scd6)—an emerging RGG-motif translation repressor. Wiley Interdiscip Rev RNA 9:e147929790275 10.1002/wrna.1479

[CR35] Saintigny Y (2001) Characterization of homologous recombination induced by replication inhibition in mammalian cells. EMBO J 20:3861–387011447127 10.1093/emboj/20.14.3861PMC125539

[CR36] Sarek G, Vannier J-B, Panier S, Petrini JHJ, Boulton SJ (2015) TRF2 recruits RTEL1 to telomeres in S phase to promote T-loop unwinding. Mol Cell 57:622–63525620558 10.1016/j.molcel.2014.12.024PMC4339303

[CR37] Singh A, Xu YJ (2016) The cell killing mechanisms of hydroxyurea. Genes 7:9927869662 10.3390/genes7110099PMC5126785

[CR38] Standart N, Weil D (2018) P-Bodies: cytosolic droplets for coordinated mRNA storage. Trends Genet 34:612–62629908710 10.1016/j.tig.2018.05.005

[CR39] Tanaka KJ, Ogawa K, Takagi M, Imamoto N, Matsumoto K, Tsujimoto M (2006) RAP55, a cytoplasmic mRNP component, represses translation in Xenopus oocytes. J Biol Chem 281:40096–4010617074753 10.1074/jbc.M609059200

[CR40] Thandapani P, O’Connor TR, Bailey TL, Richard S (2013) Defining the RGG/RG motif. Mol Cell 50:613–62323746349 10.1016/j.molcel.2013.05.021

[CR41] Tkach JM, Yimit A, Lee AY, Riffle M, Costanzo M, Jaschob D, Hendry JA, Ou J, Moffat J, Boone C et al (2012) Dissecting DNA damage response pathways by analysing protein localization and abundance changes during DNA replication stress. Nat Cell Biol 14:966–97622842922 10.1038/ncb2549PMC3434236

[CR42] Tsanov N, Samacoits A, Chouaib R, Traboulsi A-M, Gostan T, Weber C, Zimmer C, Zibara K, Walter T, Peter M et al (2016) smiFISH and FISH-quant—a flexible single RNA detection approach with super-resolution capability. Nucleic Acids Res 44:e165–e16527599845 10.1093/nar/gkw784PMC5159540

[CR43] Vannier J-B, Sarek G, Boulton SJ (2014) RTEL1: functions of a disease-associated helicase. Trends Cell Biol 24:416–42524582487 10.1016/j.tcb.2014.01.004

[CR44] Wang C, Schmich F, Srivatsa S, Weidner J, Beerenwinkel N, Spang A (2018) Context-dependent deposition and regulation of mRNAs in P-bodies. Elife 7:e2981529297464 10.7554/eLife.29815PMC5752201

[CR45] Wheeler JR, Jain S, Khong A, Parker R (2017) Isolation of yeast and mammalian stress granule cores. Methods 126:12–1728457979 10.1016/j.ymeth.2017.04.020PMC5924690

[CR46] Xiao Z, Zou Q, Liu Y, Yang X (2016) Genome-wide assessment of differential translations with ribosome profiling data. Nat Commun 7:1119427041671 10.1038/ncomms11194PMC4822032

[CR47] Yang WH, Jiang HY, Gulick T, Bloch KD, Bloch DB (2006) RNA-associated protein 55 (RAP55) localizes to mRNA processing bodies and stress granules. RNA 12(4):547–55416484376 10.1261/rna.2302706PMC1421083

# Supplementary material for: Genotoxic stress triggers Scd6-dependent regulation of translation to modulate the DNA damage response
**Source:** EMBO Rep. 2025 Apr 24;26(10):2715–39. doi: 10.1038/s44319-025-00443-3
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

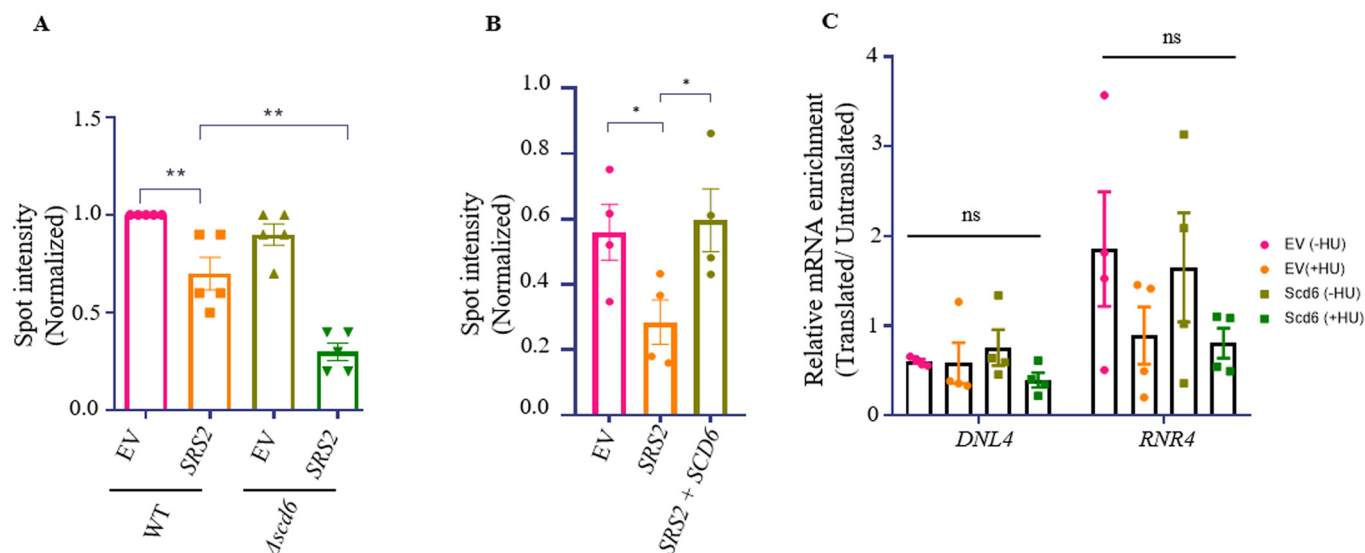

**Figure EV1. Quantitation of the SRS2-SCD6 genetic interaction.**

(A) Quantification of growth assay (in Fig. 2A) by measuring the intensity of the second spot and normalizing the values of spots on HU plate to the respective control values for each strain ( $n = 5$  biological replicates). Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test. WT EV vs WT SRS2,  $**p = 0.0071$ ; WT SRS2 vs  $\Delta scd6$  SRS2,  $**p = 0.0029$ . (B) Quantification of growth assay (in Fig. 2C) by measuring the intensity of the third spot and normalizing the values of spots on HU plate to the respective control values for each strain ( $n = 4$  biological replicates). Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test. EV vs SRS2,  $*p = 0.0448$ ; SRS2 vs SRS2+Scd6,  $*p = 0.0382$ . (C) Quantification of *DNL4* and *RNR4* mRNA in the polysome fractions plotted as relative  $\log_2$ -Fold change ratio of Translated/Untranslated fractions ( $n = 4$  biological replicates) using gene-specific primers. Error bars indicate standard error of mean and statistical significance was calculated using unpaired t-test.

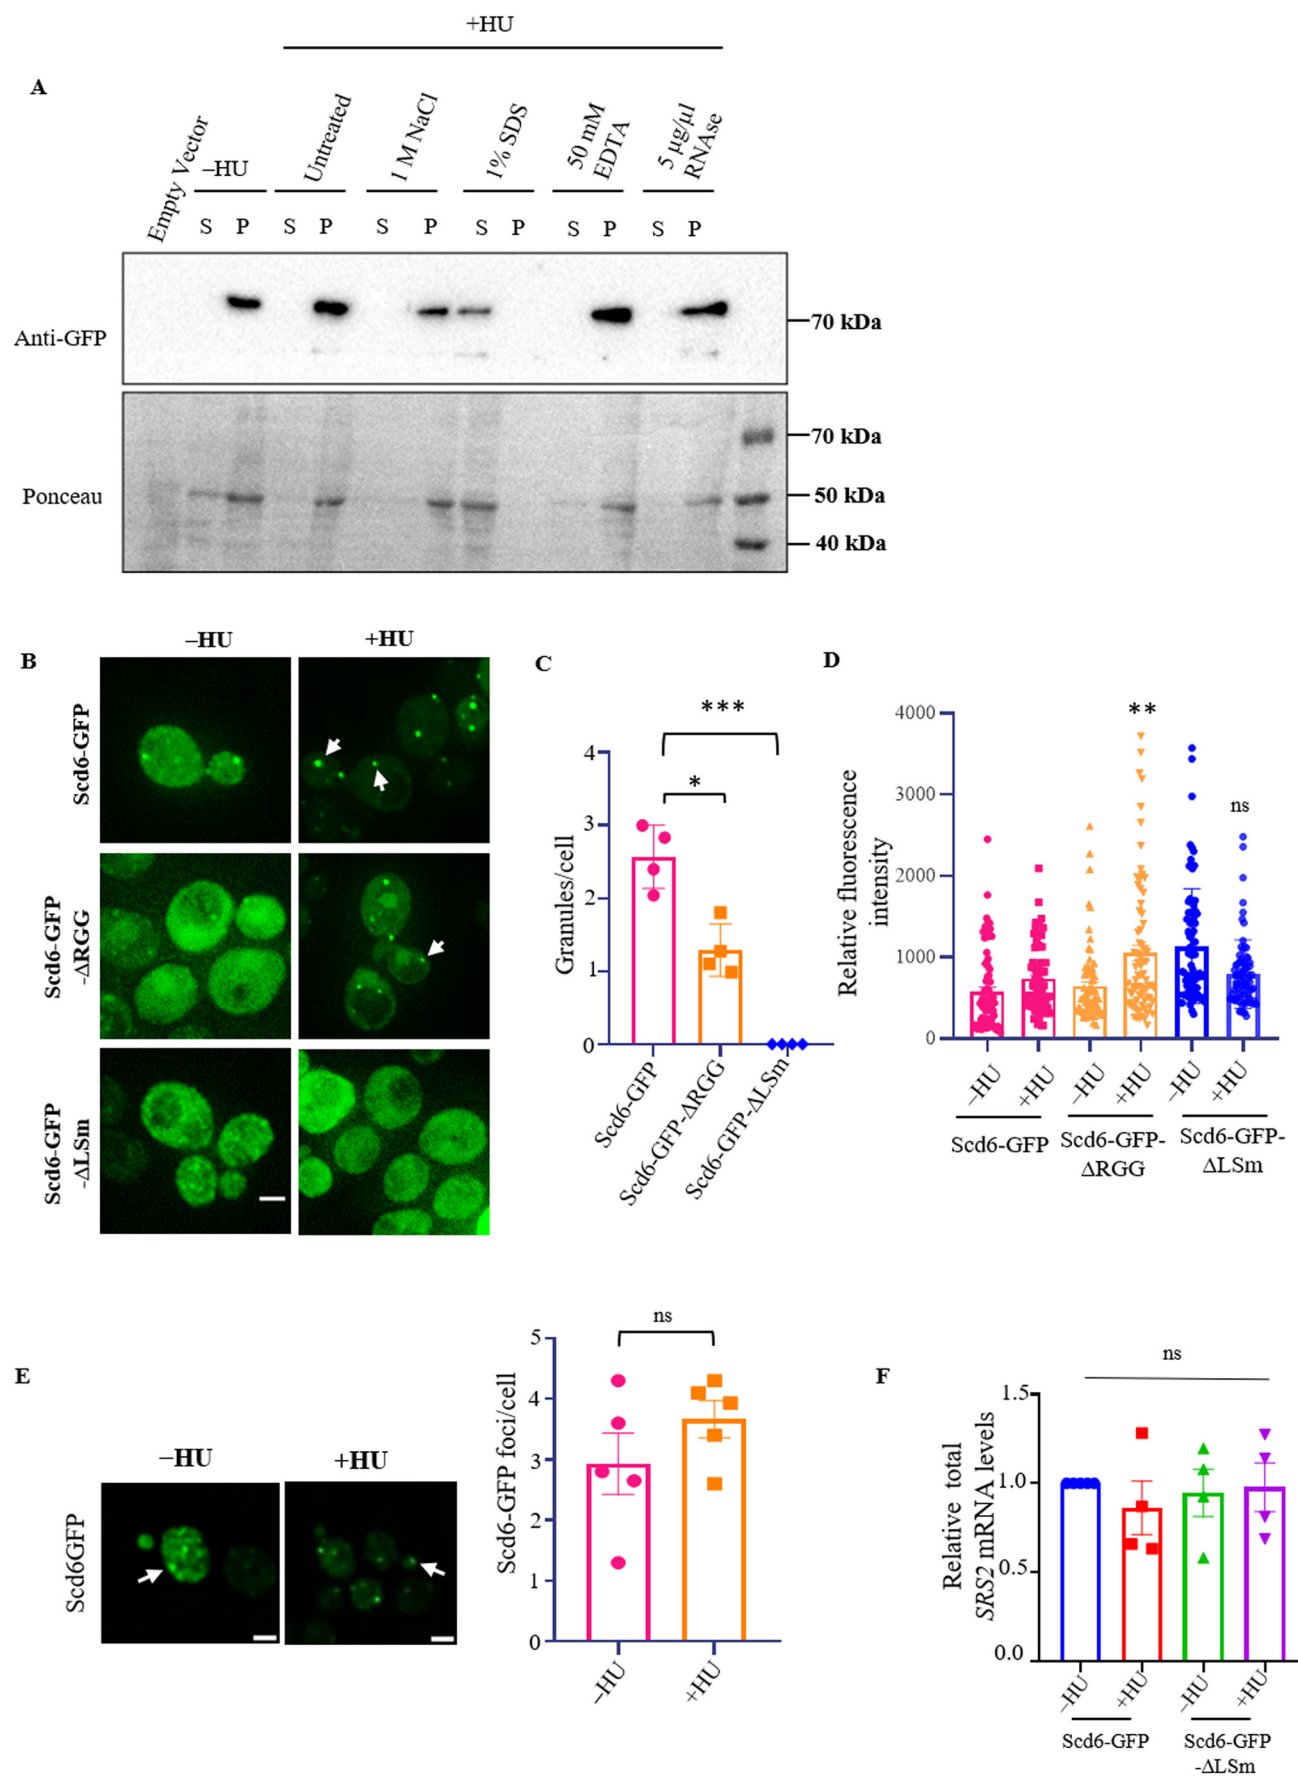

◀ **Figure EV2. Scd6 localizes to higher order mRNP condensates upon HU stress in LSM and RGG-motif dependent manner.**

(A) Western blot showing partitioning of granule enriched Scd6GFP into soluble (S) or pellet (P) fraction upon treatment with 1M NaCl, 1% SDS, 50 mM EDTA or 5 µg/µl RNase. (B) Live cell imaging showing localization of Scd6 and its domain deletion mutants upon HU treatment. White arrows indicate cytoplasmic foci. Scale bar = 2 µm. (C) Quantification of number of granules per cell shown in (B) ( $n = 4$  biological replicates). Statistical significance was calculated using an unpaired t-test. Error bars indicate the standard error of the mean. Scd6-GFP vs Scd6GFP-ΔRGG,  $*p = 0.0039$ ; Scd6-GFP vs Scd6GFP-ΔLSM  $***p = 0.0001$ . (D) Quantification of relative GFP intensity as a measure of Scd6-GFP and mutants protein expression ( $n = 3$  biological replicates,  $\geq 70$  cells were counted). Statistical significance was calculated using Tukey's multiple comparisons test. Error bars indicate the standard error of the mean. Scd6GFP-ΔLSM (–HU) vs Scd6GFP-ΔLSM (+HU),  $**p = 0.0037$ . (E) Live cell imaging showing granular localization of Scd6-GFP expressed on a 2 µ plasmid (left panel) and quantification of granule per cell localization of Scd6GFP (right panel) ( $n = 5$  biological replicates,  $\geq 100$  cells counted). White arrows indicate cytoplasmic foci. Scale bar = 2 µm. (F) Quantification of relative total SRS2 mRNA levels from lysate (left panel), and relative enrichment of Scd6 protein and SRS2 mRNA in soluble (supernatant) and the heavier (granule-enriched fraction) fraction (right panel) (related to Fig. 3F)  $n = 4$  biological replicates. Statistical significance was calculated using an unpaired t-test. Error bars indicate standard error of mean.

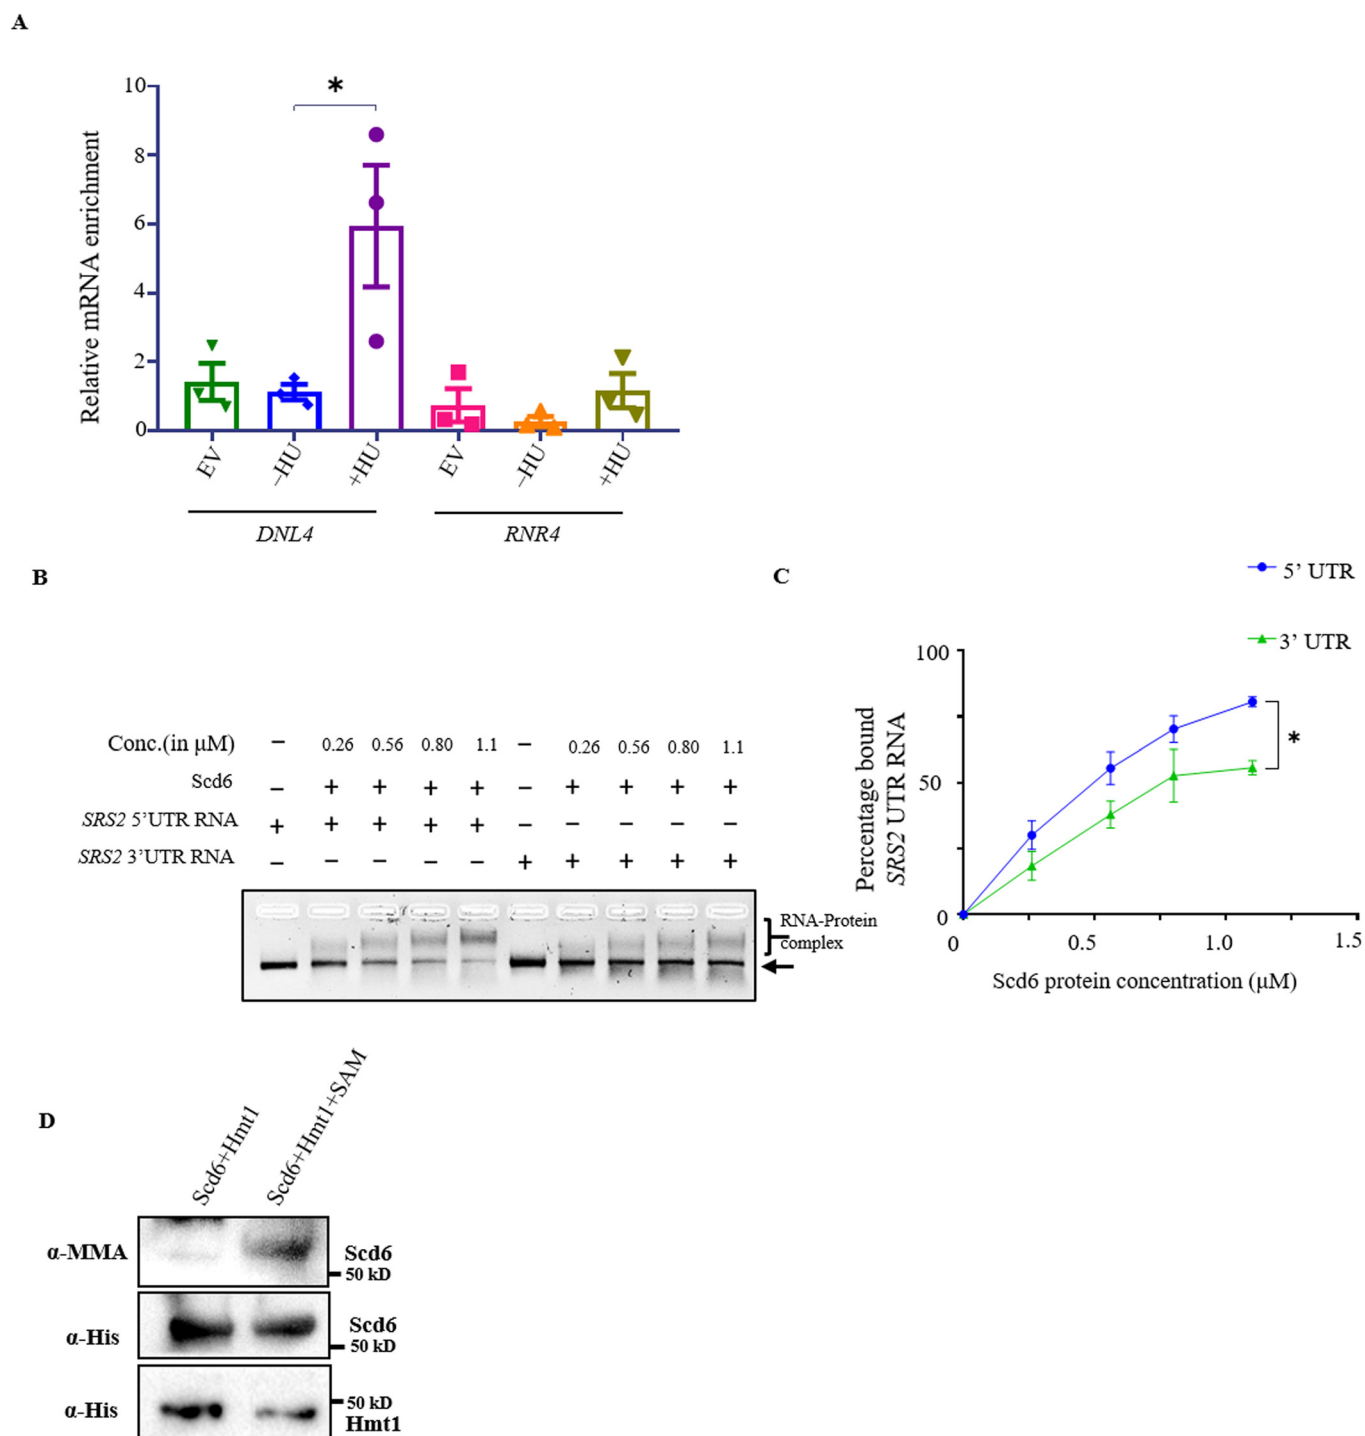

**Figure EV3. Scd6 binds to specific mRNAs.**

(A) Quantification of mRNA enrichment in RNA immunoprecipitation with *DNL4* and *RNR4* specific primers ( $n = 3$  biological replicates). Statistical significance was calculated using unpaired t-test. Error bars indicate standard error of mean.  $*p = 0.0351$ . (B) Ethidium Bromide (EtBr) stained agarose gel for electrophoretic mobility shift assay (EMSA) with increasing concentrations of recombinant Scd6 incubated with 200-mer 5'UTR or 3' UTR fragment of *SRS2* mRNA (1.7  $\mu\text{M}$  RNA) and its quantification in (C) ( $n = 3$  technical replicates) Black arrow denotes unbound RNA. Statistical significance was calculated using a paired t-test. Error bars indicate standard error of mean.  $*p = 0.0261$ . (D) Western blot showing methylation of purified His-Scd6-Flag in the presence of His-Hmt1 and 1 mM S-adenosyl methionine (SAM).

How the deposited data were processed for this re-analysis (not part of the article)

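RNA from A2058 cells was sequenced in 24 libraries, 1 of total RNA and 1 of polysomal RNA from each of 12 cultures. The cultures were 3 replicates of each of 4 conditions, siCTRL or siLSM14A, without (NT) or with HU at 10 mM for 2 h. Samples were assigned to conditions, fractions and replicates from their deposited labels and the methods of the paper.
The authors trimmed the reads, aligned them to hg19 with STAR and counted reads on the genes of Gencode, and the deposited values are the counts per gene without normalization. The table lists 20345 Ensembl gene IDs. Of these, 19637 were in the Gencode annotation of hg19 used here, 19086 as protein-coding and 551 as another gene type, and 708 were not in it. These 708 IDs and the 551 genes stayed out of the tests, except that an alternative tested all genes. Every column of the table was used. The median library held 34.7 times 10 to the power of 6 counts, with a range of 24.8 to 44.9, so that genes with few counts per library, such as RTEL1, are limited by counting error.
Changes in translation efficiency (TE) were tested in R 4.3.3 with edgeR 4.0.16 as the interaction of fraction and condition, by the quasi-likelihood F-test with TMM normalization. Each TE test used the 12 libraries of the conditions compared, and the interaction of HU and siRNA used all 24. Total and polysomal RNA were also tested separately. Genes were kept by filterByExpr at a minimum count of 10 and a minimum total count of 15. P-values were adjusted by the Benjamini-Hochberg method within each test. Genes were counted at an adjusted p-value under 0.05, and for TE also by the thresholds in the legend of Dataset EV1, an unadjusted p-value under 0.05 with a log2 change above 0.7 or below -0.7. Xtail, the tool of the paper, was not used. The tests were tried on simulated counts with 200 genes drawn to change, of which those that passed the filter were scored, and 20 simulations without any change gave the counts set beside the observed ones. At an unadjusted p-value under 0.05, simulations without change gave medians of 694 to 709 genes per TE test, against 111 to 487 observed. Their counts therefore set no chance level for the TE tests of the libraries.
Sets of genes were tested with camera at a correlation of 0.01 and with fry in limma 3.58.1. A set was 13 genes of NHEJ, or all tested genes with a symbol of ZNF followed by digits. The named genes are those the paper names in its RNA-seq paragraphs, the genes of the RTEL1 locus, and in each TE comparison the 2 genes with the smallest p in each direction. For HU against NT in siLSM14A cells, the 3 genes at the top and the 3 at the bottom of the paper's list were added. In total RNA, up to 3 genes per direction with the smallest p among those at an adjusted p-value under 0.05 were named. The results for 1 gene that this rule names are not reported here.
A GC correction used as offsets in the model a loess curve (span 0.3) of each library's log2 CPM on the GC content of the exons. Words of 7 bases were counted in 3' UTRs of at least 50 bases in Python 3.11.15. The log2 change of each gene in total RNA was divided by its standard error, ranked and turned into a normal score. A regression removed the part of these scores that followed the length and GC content of the 3' UTR. The z of a word is the sum of the remaining scores of the genes with it, scaled by their number and spread. Random sets were drawn 10000 times from the 25 genes nearest in GC content and length, and for shared stretches from 200 genes of similar length.
The alternatives were DESeq2 1.42.0, edgeR with RLE size factors, all genes, no filter on low counts, at least 10 counts in every library, the replicate number as a block, the GC correction, block and GC correction together, the culture as a block, separate DESeq2 fits per fraction, all 24 libraries in one fit, and each replicate left out in turn.
Replicates were compared before use. Over 24 pairs of replicates, the chi-square per gene was 6.29 to 126.79 and Pearson's correlation 0.978 to 0.996, so no pair differed by less than the sampling noise. The labels give the conditions the same replicate numbers without stating what a number shares. Numbers were taken to pair cultures where the deviations of all 3 same-numbered pairs correlated above 0.1. This held for siCTRL HU and siCTRL NT in total RNA (0.27, 0.25 and 0.19) and polysomal RNA (0.25, 0.18 and 0.45), and for siLSM14A HU and siCTRL HU in total RNA (0.33, 0.18 and 0.25). The experiments of Fig. 5F to 5I were not analysed here.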

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

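Among the tests of this part, the counts of lower genes with other settings or without a replicate, and the binomial test of words in the LSM14A mRNA, were chosen only after the result was seen.
Besides LSM14A, 37 genes had lower total RNA in siLSM14A than in siCTRL cells both without and with HU, each at an adjusted p-value under 0.05 in edgeR's test, and 11 genes were higher in both. Dataset EV1 lists changes in TE and no changes in total RNA for these libraries. Among the lower genes were TAP1 (log2 changes of -1.43 without and -1.29 with HU), BRI3BP (-1.09 and -1.07) and EIF3F (-1.02 and -1.02). The count was 73 with DESeq2, 65 with the GC correction and 10 with all 24 libraries in one fit. It was 23 without siCTRL NT replicate 2 and 21 without siCTRL NT replicate 3. All 37 genes still passed with the GC correction, which argues against the GC content of the libraries. Long stretches shared with the LSM14A mRNA were no longer than in other genes. Their mean was 12.95 bases, against 12.92 in genes of the same length (range of 95% of sets 12.16 to 14.14), and 4269 of 10000 sets reached it. Of all 16339 words of 7 bases tested in 3' UTRs, AACGGAG went with the lowest total RNA in both comparisons. Its z from normal scores of the ranked changes was -10.5 without HU (adjusted p of 1.48e-21) and -10.52 with HU (adjusted p of 1.14e-21). These values are over genes, which are not independent replicates. Between HU and NT cells z was 0.14 and 0.3 within siLSM14A and siCTRL cells. The word was in the 3' UTR of 17 of the 37 genes (45.9%) and of 263 of all 12195 genes (2.2%, Fisher's exact p of 3.05e-19), where it had been picked on the same genes. The median log2 change of the genes with it was -0.059 without and -0.058 with HU. The word occurs once in the LSM14A mRNA, at base 1278 of 3431, and 17.2% of all words tested lie in that mRNA. Of the words with lower total RNA at an adjusted p-value under 0.05, 4 of 13 without and 7 of 19 with HU lie in it (unadjusted binomial p of 0.172 and 0.0329, as if these overlapping words were independent). The next words, AAACGGA (z of -9.06 and -9.13) and AACGGAA (-8.17 and -8.78), do not. Both hold the bases AACGGA of the top word, and ACGGAGA (z of -7.6 and -7.11) lies in the mRNA. Of the 20 words with the lowest z without HU, 14 hold the bases ACGGA. An siRNA that lowers mRNAs matching its seed therefore stays open, and its sequence was not known here. A response of the cells to low LSM14A stays open for the genes without the word, and was not tested.
Genes with ZNF symbols had higher TE upon HU in siLSM14A cells than in siCTRL cells, with a mean difference between the responses of 0.168 on the log2 scale. The 3 camera calls held with the replicate block (p of 4.34e-05, 0.00276 and 0.00896), and none of them held under fry. The GC content of ZNF genes was lower (median of 44.4%) than that of other genes (47.8%), but the mean of 0.188 in siLSM14A HU against siCTRL HU was above sets matched on GC content and length (mean 0.089, 95% of sets 0.065 to 0.114), as 0 of 10000 sets reached it. The same held for HU against NT in siLSM14A cells (0.148 against 0.041) and the interaction (0.197 against 0.099). These means are of edgeR's log2 changes, whereas the 0.168 is of the limma fit behind camera. The sets treat genes as independent of each other. They therefore speak only to GC content and length, not to a shift of ZNF genes together between cultures. The mean of the interaction was 0.08 without siCTRL HU replicate 2 (camera p of 0.0678) and 0.055 without siCTRL NT replicate 3 (camera p of 0.347). It depends on single cultures, so a response of ZNF mRNAs to HU that LSM14A affects is a hypothesis, and a shift of whole cultures may give it as well.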

How the results depend on the processing

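The tests, designs and alternatives were set before the data were examined, except for settings given here as chosen after seeing the data, which are the GC correction without siLSM14A NT replicate 1, summed counts of RTEL1 and RTEL1-TNFRSF6B, the GC correction of correlations between comparisons, and all settings for the genes lower in both comparisons and for the GC trend. The cause of the changes with a setting was not tested, apart from the number of genes tested under the filters.
For TE, 0 genes passed an adjusted p-value under 0.05 in all 5 tests with every library, under each alternative set in advance that kept all libraries. At an unadjusted p, 179, 487, 111, 293 and 244 genes passed in HU against NT with siLSM14A, siLSM14A HU against siCTRL HU, siLSM14A NT against siCTRL NT, HU against NT with siCTRL, and the interaction. With the replicate block they were 174, 931, 88, 500 and 502, and leave-outs moved them from 92 to 1479, from 170 to 1618, from 70 to 378, from 70 to 761 and from 93 to 1247. Leaving out 1 replicate gave 0 to 16 genes in the first test, 16 without siLSM14A NT replicate 1, among them SEMA3C (log2 change 1.42, edgeR adjusted p of 0.00502). With the GC correction as well, chosen after seeing the data, 11 passed, all higher.
By the thresholds of Dataset EV1, the counts of these tests were 80, 126, 65, 79 and 153. With no filter on low counts they were 150, 202, 143, 148 and 266. With at least 10 counts in every library they were 42, 82, 28 and 38 in the first 4, and with separate DESeq2 fits 39, 71, 33 and 31. In siLSM14A HU against siCTRL HU the GC correction gave 70 and block with GC correction 83. With all 24 libraries in one fit, the split there was 51 higher and 44 lower, against 85 and 41. In siCTRL cells the GC correction gave a split of 29 higher and 36 lower, against 45 and 34. The GC correction without siLSM14A NT replicate 1 gave 299 (254 higher, 45 lower) upon HU in siLSM14A cells and 363 in the interaction.
Leave-outs moved these counts from 57 to 627, from 69 to 583, from 55 to 200, from 52 to 240 and from 79 to 826. In siLSM14A NT against siCTRL NT it was 152 without siLSM14A NT replicate 3, 105 without siCTRL NT replicate 1 and 114 without siCTRL NT replicate 3, where 67 were higher and 47 lower. In siCTRL cells, 52 came without siCTRL HU replicate 2, and the split without siCTRL NT replicate 3 was 77 higher and 25 lower. In the interaction it was 404 without siCTRL NT replicate 1, 252 without siLSM14A HU replicate 2, 248 without siCTRL HU replicate 1 (122 more positive, 126 more negative), 98 without siLSM14A NT replicate 2 and 99 without siLSM14A HU replicate 3 (47 and 52). Its split of 88 and 65 was 83 and 86 with DESeq2, 77 and 83 with RLE size factors, 69 and 106 without siCTRL NT replicate 2 and 39 and 63 without siCTRL NT replicate 3.
In total RNA, siLSM14A HU against siCTRL HU gave 100 genes, and 189 with DESeq2, 855 with the replicate block, 164 with the GC correction, 696 with both, and 17 with all 24 libraries (1 higher, 16 lower, against 30 and 70). siLSM14A NT against siCTRL NT gave 71, and 200 with DESeq2 (94 higher, 106 lower, against 22 and 49), 119 with the GC correction and 13 with all 24 libraries. HU against NT with siCTRL gave 0, and 1 with DESeq2, 15 with the block and 25 with block and GC correction. Leave-outs gave 46 to 101 in the first, with 46 without siCTRL HU replicate 2, 55 without siLSM14A HU replicate 2, 59 without siLSM14A HU replicate 1 and 61 without siLSM14A HU replicate 3. They gave 28 to 80 in the second, with 28 without siCTRL NT replicate 3, 39 without siCTRL NT replicate 2 or siLSM14A NT replicate 2 and 40 without siLSM14A NT replicate 1. HU against NT went from 0 to 6 with siLSM14A (6 without siLSM14A NT replicate 3) and from 0 to 6 with siCTRL (6 without siCTRL NT replicate 1).
In polysomal RNA, siLSM14A HU against siCTRL HU gave 8, and 22 with DESeq2, 17 with block and GC correction and 29 with all 24 libraries (4 higher, 25 lower). siLSM14A NT against siCTRL NT gave 2, and 8 with DESeq2, 4 with no filter, 5 with the GC correction and 27 with all 24 libraries. HU against NT gave 0 with siCTRL, and 1 with the block. Leave-outs gave 2 to 8 in the first, with 2 without siCTRL HU replicate 2, 3 without siLSM14A HU replicate 1, 4 without siCTRL HU replicate 1 and 5 without siLSM14A HU replicate 3, and 2 to 3 in the second. They gave 0 to 1 upon HU with siLSM14A (1 without siLSM14A NT replicate 1) and 0 to 2 with siCTRL (2 without siCTRL NT replicate 1).
Where the replicate numbers paired the cultures, the block changed no other call. Elsewhere the samples share only a number, with correlations of deviations from -0.39 to 0.4, and the block gave 45 genes in total RNA of siLSM14A NT against siCTRL NT and 40 in polysomal RNA of siLSM14A HU against siCTRL HU.
The NHEJ set had means of -0.007 upon HU in siLSM14A cells and -0.046 in the interaction without LIG4 and RTEL1, both reversed. Upon HU in siLSM14A cells its mean of 0.187 was 0.079 with at least 10 counts, 0.112 without siLSM14A NT replicate 3 and 0.303 without siLSM14A NT replicate 1. Its leave-outs reached 0.185 without siCTRL HU replicate 2 in siLSM14A HU against siCTRL HU (camera p of 0.0324, range 0.136 to 0.21). They went from -0.149 without siCTRL NT replicate 1 to 0.17 without siCTRL NT replicate 3 (p of 0.0334) in untreated cells, with -0.097 without siLSM14A NT replicate 1, and from -0.125 without siCTRL NT replicate 1 to 0.176 without siCTRL NT replicate 3 (p of 0.0174) upon HU in siCTRL cells. The ZNF set lost its 3 calls under fry, at 0.153, 0.195 and 0.168. In untreated cells it was -0.012 with at least 10 counts, -0.034 without siLSM14A NT replicate 1, -0.12 without siCTRL NT replicate 1 (p of 0.0133) and 0.142 without siCTRL NT replicate 3 (p of 0.0175). In siCTRL cells it was 0.025 with the GC correction, 0.076 without siCTRL HU replicate 2 and 0.104 without siCTRL NT replicate 3 (p of 0.0112), from a lowest leave-out of -0.145. In the interaction it went from 0.055 without siCTRL NT replicate 3 to 0.295 without siCTRL NT replicate 1, upon HU in siLSM14A cells from 0.111 to 0.22, and in siLSM14A HU against siCTRL HU from 0.106 without siCTRL HU replicate 2 (p of 0.0343) to 0.292 without siCTRL HU replicate 3.
Of 854 alternative values of 50 results for named genes, 800 kept their direction and side of the threshold, 23 were weaker, 20 stronger and 11 reversed. Over leave-outs, HPRT1 upon HU in siLSM14A cells went from -0.0573 to 0.0584, and was 0.0584 without siLSM14A HU replicate 2 and 0.02 without siLSM14A NT replicate 2. In siLSM14A NT against siCTRL NT, LIG4 went from -0.8886 to 0.4805, with 0.2138 without siLSM14A NT replicate 3 and 0.4805 without siCTRL NT replicate 3, and RTEL1 from -1.3717 to 0.0588, the last without siLSM14A NT replicate 2. In siCTRL cells upon HU, LIG4 went from -0.3208 (without siCTRL NT replicate 1) to 0.7309, and RTEL1 from -0.6033 to 0.2181, with 0.0428 without siCTRL HU replicate 2 and 0.2181 without siCTRL NT replicate 3. Total RNA of RTEL1 upon HU in siLSM14A cells was 0.0044 with the replicate block. Over leave-outs it went from -0.2784 to 0.3832, with 0.01 without siLSM14A HU replicate 2 and 0.3832 without siLSM14A NT replicate 2. RTEL1 upon HU in siLSM14A cells, CEL, GPR75, LEKR1 and SNX32 had no value at 10 counts in every library, and the few reads of these genes limit their precision. The same limit holds for NXPH3, ISM2, ZNF699, CHADL, IGFBPL1 and GDPD3, which had under 10 counts in at least 1 library of their comparison.
The correlations between comparisons became 0.54, 0.013, -0.073 and -0.474 with the GC correction. The genes lower in both comparisons numbered 73 with DESeq2, 65 with the GC correction, 72 with the GC correction and the replicate block in HU cells alone, and 10 with all 24 libraries. Over leave-outs they went from 21 to 43. Of 90 alternative values of the GC trend, 21 moved.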

Differences from the paper's values

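The settings named here were set before the data were examined, except where a sentence says that one was chosen after seeing the values. The paper's values are those of Dataset EV1. Counts are of genes with an unadjusted p-value under 0.05 and a log2 change beyond 0.7 in either direction. A gap in a count or a p-value is given as closed where the larger of the values was at most 1.5 times the smaller.
Upon HU in siLSM14A cells, 29 genes had lower TE, where the paper lists 44. The count came within that ratio, while staying nearer to 29 than to 44, with RLE size factors (30), all genes (32), all 24 libraries in one fit (33) and without siLSM14A HU replicate 1 (31). It did so from above the paper's value with no filter on low counts (62), without siLSM14A NT replicate 1 (66) or siLSM14A NT replicate 3 (47), and with the GC correction without siLSM14A NT replicate 1 (45), which was chosen after seeing the values. No other setting closed the gap. In siLSM14A HU against siCTRL HU, 41 genes had lower TE, where the paper lists 68. It closed with RLE size factors (50), all genes (47), no filter (71), the replicate block (55), the culture block (47), and without siLSM14A HU replicate 2 (63) or siCTRL HU replicate 1 (58), and with no other setting.
The smallest adjusted p in siLSM14A HU against siCTRL HU was 0.778, against the paper's 0.346, and DESeq2 and the fits without siLSM14A HU replicate 2 or siCTRL HU replicate 3 closed the gap, the others not. In siLSM14A NT against siCTRL NT it was 1, against the paper's 0.603, and none of the alternatives closed the gap.
For HU against NT in siLSM14A cells, the unadjusted p of LIG4 was 0.0951, against the paper's 0.0284. It closed with the GC correction, with block and GC correction and with separate DESeq2 fits, and with no other setting. The p of RTEL1 was 0.0322, against the paper's 0.00459, and of the alternatives only leaving out siLSM14A NT replicate 3 closed the gap. The p of GPR75 was 0.0041, against the paper's 0.0112. This closed with the culture block, separate DESeq2 fits and without siLSM14A HU replicate 1, 2 or 3 or siLSM14A NT replicate 2, and with no other setting. The p of LEKR1 was 0.011, against the paper's 0.0035, closed only without siLSM14A NT replicate 3, and that of SNX32 was 0.0273, against the paper's 0.00931, closed only without siLSM14A NT replicate 1.
In siLSM14A HU against siCTRL HU, the p of RTEL1 was 0.0521, against the paper's 0.0257. It closed with block and GC correction and without siLSM14A HU replicate 1, and with no other setting. In siLSM14A NT against siCTRL NT, the p of LSM14A was 0.00501, against the paper's 0.000855, closed only with block and GC correction.
Fig. 5E marks LIG4 as raised upon HU in siLSM14A cells. Its log2 change was 0.76 here and it missed the thresholds. It passed them with the GC correction, block and GC correction, separate DESeq2 fits and without siLSM14A NT replicate 1, and with the GC correction without that replicate, which was chosen after seeing the values. Dataset EV1 lists RTEL1 as raised in siLSM14A HU against siCTRL HU. It missed the thresholds here, with a log2 change of 1.09, and passed them with no filter, with at least 10 counts in every library, with the GC correction, with block and GC correction, and without siLSM14A HU replicate 1 or 3.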

Other observations

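Among the tests of this part, those of single cultures behind the GC trend and behind RTEL1, of the LIG4 level against the GC trend of its library, and of reads shared by RTEL1 and RTEL1-TNFRSF6B were chosen only after the result was seen.
Cultures were regrouped to see how often other splits gave as many genes. By the thresholds of Dataset EV1 for TE, 8 of 10 splits gave as many genes as the real one upon HU in siLSM14A cells, 4 of 10 in siLSM14A HU against siCTRL HU, 9 of 10 in siLSM14A NT against siCTRL NT and 8 of 10 upon HU in siCTRL cells. For the interaction, 71 of 100 did. Other splits gave up to 1426, 1003, 360, 285 and 1646 genes at an adjusted p-value under 0.05, where the real ones gave 0. In total RNA it was 5 of 10 upon HU in siLSM14A cells, 1 of 10 in siLSM14A HU against siCTRL HU, 1 of 10 in siLSM14A NT against siCTRL NT and 7 of 10 upon HU in siCTRL cells. In both comparisons with 1 of 10, only the real split reached its count, and the others reached at most 4 and 6 genes. In polysomal RNA it was 9 of 10, 2 of 10, 2 of 10 and 7 of 10 in the same order. A split of 3 cultures against 3 cannot give a share under 0.1. Where replicate numbers paired the cultures, splits that part all 3 pairs were compared. For TE upon HU in siCTRL cells 3 of 4 such splits were as large, for total RNA in siLSM14A HU against siCTRL HU 1 of 4 (the others gave 0 genes), and for total and polysomal RNA upon HU in siCTRL cells 2 of 4 each.
The TE change of a gene followed the GC content of its exons. Across genes, which are not independent replicates, Spearman's correlation was -0.293 upon HU in siLSM14A cells, -0.644 in siLSM14A HU against siCTRL HU, 0.146 in siLSM14A NT against siCTRL NT, 0.55 upon HU in siCTRL cells and -0.537 in the interaction. For siLSM14A HU against siCTRL HU, leaving out a culture weakened it at most to -0.546, so that no single culture made it. Within bins of exonic length its mean was -0.604, which argues against length in place of GC content in that comparison. In other comparisons single cultures mattered. It was -0.021 without siLSM14A NT replicate 3 upon HU in siLSM14A cells, -0.353 without siCTRL NT replicate 3 and 0.499 without siLSM14A NT replicate 1 in untreated cells, 0.092 without siCTRL NT replicate 3 upon HU in siCTRL cells and -0.273 without siCTRL NT replicate 3 in the interaction. The steepest slopes of a library on GC content, -0.282 and -0.28 on the log2 scale per 10 percentage points, were those of polysomal siCTRL NT replicate 3 and siLSM14A NT replicate 1. Library preparation and a change of translation with GC content both stay open. With exonic length, Spearman's correlation was 0.364 upon HU in siLSM14A cells, and 0.276 with the GC correction. It was -0.253 in siLSM14A NT against siCTRL NT, and weaker than that with GC content in the other comparisons. No correction for length was made. A trend with length stays open in untreated cells and upon HU in siLSM14A cells.
LIG4 has a GC content of 40.8%, below which 20.5% of the tested genes lie. Within conditions, its level was lower in libraries with a higher GC slope. Over 12 polysomal libraries Pearson's r was -0.89 (permutation p of 0.00463, adjusted 0.00463) and Spearman's rho -0.89 (permutation p of 0.00309, adjusted 0.00386), and r was -0.74 without the 2 libraries farthest from the median. Over 12 libraries of total RNA r was -0.92 (permutation p of 0.000772, the smallest that 1296 permutations can give, adjusted 0.00154) and rho -0.89 (permutation p of 0.00386, adjusted 0.00386), and r was -0.88 without the 2 farthest. These were 2 relations. The spread of LIG4 between cultures therefore went with the GC trend of the libraries, but was larger than that trend. In polysomal RNA of siLSM14A NT cells the slopes went from -0.28 to 0.118 per 10 percentage points. The LIG4 level there went from 2.516 to 4.085 on the log2 scale. At a GC content of 40.8%, against a median of 47.8% in genes without ZNF symbols, such slopes are too small to give this spread. Upon HU in siLSM14A cells the log2 change of TE was 0.76 without and 0.72 with the GC correction (standard error 0.32). The correction removes only the trend of the average gene. It cannot exclude a shift of whole cultures that moves LIG4 more. In the fits without the GC correction, the change was 0.36 without siLSM14A NT replicate 3 and 1.47 without siLSM14A NT replicate 1.
RTEL1 rose in TE upon HU in siLSM14A cells by 1.53 on the log2 scale. With the GC correction it rose by 1.57 (standard error 0.57), which argues against the GC trend. With the counts of RTEL1-TNFRSF6B added it rose by 1.32 (standard error 0.57). STAR counts a read on exons of both genes for neither, so the sum does not restore such reads, and shared reads stay open. The smallest change with a culture left out was 0.88 (standard error 0.67), without siLSM14A NT replicate 2. A rise made by single cultures and one common to all cannot be told apart, because that value is within its spread both of 0 and of the full change. The effect of HU stays open.
TE changes of comparisons that share libraries share their chance values. Those of siLSM14A HU against siCTRL HU and siCTRL HU against siCTRL NT had a Pearson correlation of -0.603 across genes, beyond the -0.525 to -0.48 of 20 simulations of unchanged groups. With the GC correction it was -0.474, which lies outside that range on the other side. A response to HU common to both siRNAs would give a positive correlation of the HU effects in siLSM14A and siCTRL cells. It was -0.103, below the -0.025 to 0.022 of the simulations, and 0.013 with the GC correction. The simulations drew each gene on its own, without the GC trends of the libraries. Their ranges therefore set no chance level for these correlations, and a common response to HU stays open. Among the 12 tested NHEJ genes, DCLRE1C had a TE change of 0.55 (standard error 0.17, edgeR unadjusted p of 0.0061) in siLSM14A HU against siCTRL HU, and was picked after its values were seen. Adjusted over the list alone, 0 genes passed, with a smallest adjusted p of 0.0731, and 2 passed at an unadjusted p under 0.05.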
